# UCP1 Knockin Induces Lipid Dynamics and Transcriptional Programs in the Skeletal Muscles of Pigs

**DOI:** 10.3389/fcell.2021.808095

**Published:** 2022-01-12

**Authors:** Ziye Xu, Wentao Chen, Liyi Wang, Wenjing You, Yanfang Wang, Yizhen Wang, Jianguo Zhao, Tizhong Shan

**Keywords:** UCP1-KI, lipidomics, transcriptome, skeletal muscle, pig, crosstalk, adipose tissue, obesity

## Abstract

Uncoupling protein 1 (UCP1), the hallmark protein responsible for nonshivering thermogenesis in adipose tissue (especially brown adipose tissue) has regained researchers’ attention in the context of metabolic disorders following the realization that UCP1 can be activated in adult humans and reconstituted in pigs. Both skeletal muscle and adipose tissue are highly dynamic tissues that interact at the metabolic and hormonal level in response to internal and external stress, and they coordinate in maintaining whole-body metabolic homeostasis. Here, we utilized lipidomics and transcriptomics to identify the altered lipid profiles and regulatory pathways in skeletal muscles from adipocyte-specific UCP1 knock-in (KI) pigs. UCP1 KI changed the contents of glycerophospholipids and acyl carnitines of skeletal muscles. Several metabolic regulatory pathways were more enriched in the UCP1 KI skeletal muscle. Comparison of the transcriptomes of adipose and skeletal muscle suggested that nervous system or chemokine signaling might account for the crosstalk between these two tissues in UCP1 KI pigs. Comparison of the lipid biomarkers from UCP1 KI pigs and other mammals suggested associations between UCP1 KI-induced metabolic alternations and metabolic and muscle dysfunction. Our study reveals the lipid dynamics and transcriptional programs in the skeletal muscle of UCP1 KI pigs and suggests that a network regulates metabolic homeostasis between skeletal muscle and adipose tissue.

## Introduction

Uncoupling protein-1 (UCP1) is the hallmark protein of non-shivering thermogenesis and allows brown adipose tissue (BAT) in mammals to alter energy expenditure and lipid metabolism in response to environmental stress (Fromme and Klingenspor, 2011). Furthermore, UCP1-positive browning white adipocytes or beige cells have the ability to adopt a BAT-like thermogenic phenotype in response to various stimuli including cold stress, endocrine factors, and chemical compounds (Barbatelli et al., 2010; Cao et al., 2011; Barquissau et al., 2016; Kiefer, 2016). The potentially underappreciated role of UCP1 in human metabolic health have attracted much attention recently, largely in response to *in vivo* demonstrations and activation of functional BAT in human adults in preclinical studies. Several studies have revealed that BAT activation increases glucose uptake and improves whole-body glucose disposal and insulin sensitivity in healthy humans or overweight men with type 2 diabetes (Orava et al., 2011; Ouellet et al., 2012; van der Lans et al., 2013; Yoneshiro et al., 2013; Matsushita et al., 2014; Hanssen et al., 2015). What’s more, emerging evidence has shown that manipulation of BAT function has implication for skeletal muscle physiology and thermogenesis by using surgical ablation of BAT (Bal et al., 2016) and UCP1-KO mice (Bal et al., 2017). However, although the roles of UCP1 in whole body metabolism and the associated regulatory mechanisms have been extensively studied in rodents (Bartelt et al., 2011; Laurila et al., 2016), the role of UCP1 in humans have yet to be fully elucidated and require further study. Pigs have been recognized as valuable animal models for studying obesity and diabetes mellitus (Koopmans and Schuurman, 2015; Renner et al., 2016; Kleinert et al., 2018). However, pigs lack abundant BAT or UCP1 protein during evolution (Berg et al., 2006; Hou et al., 2017; Lin et al., 2017). In our previous study, we generated adipocyte-specific UCP1 knock-in (UCP1-KI) pigs by CRISPR/Cas9 technology and revealed a critical role of UCP1 in maintaining metabolic homeostasis in pigs (Zheng et al., 2017).

Skeletal muscle has been considered as a metabolically flexible and promiscuous organ because of its complex components (muscle fibers, intramuscular connective tissue, and intramuscular fat) and strong propensity for glucose disposal and fatty acid consumption during the development of several metabolic disorders, such as obesity and type 2 diabetes mellitus (T2DM) (Alberti and Zimmet, 1998; McFarlan et al., 2012; Morales et al., 2017). Different lines of evidence have indicated that insulin resistance is associated with lipid species alterations inside skeletal muscle, such as intramyocellular lipids (Krssak et al., 1999), ceramide (Cer) (Holland et al., 2007) and diacylglycerol (Itani et al., 2002; Yu et al., 2002). Thus, novel therapeutic strategy for preventing and/or treating metabolism-related diseases by targeting lipids (such as Cers) in skeletal muscle have been proposed and investigated (Schmitz-Peiffer et al., 1999; Powell et al., 2004; Aburasayn et al., 2016). The lipid composition of skeletal muscle from domesticated animals, including pigs, cattle and chickens, is one of the most critical influences on meat quality and nutritional value, which are increasingly important factors influencing consumer preferences for meat and meat products (Scollan et al., 2017). Thus, interest in the development of methods to regulate the lipid content and composition of skeletal muscle has been increasing. It has been reported that the metabolic characteristics and lipid composition of skeletal muscle can be regulated by several adipose-released hormones and adipokines (Tomas et al., 2004; Zhou et al., 2007). Furthermore, it has been shown that whole-body metabolic homeostasis is usually coordinately regulated by skeletal muscle and adipose tissue through the interactions of cytokines and other signaling molecules (Tomas et al., 2004; Argiles et al., 2005; Li et al., 2017; Rodriguez et al., 2017).

The metabolic characteristics and lipid deposition of skeletal muscle are affected by several factors, including hormones, nutritional factors, exercise and environmental factors. Notably, crosstalk between skeletal muscle and adipose tissue has been identified that regulates whole-body metabolic homeostasis via myokines and adipokines (Argiles et al., 2005; Li et al., 2017; Rodriguez et al., 2017; Tomas et al., 2004). In addition to supplying skeletal muscle with free fatty acids (FFAs), adipose tissue releases several hormones and adipokines to modulate the metabolism and function of skeletal muscle (Tomas et al., 2004). It has been demonstrated that the adipokines adiponectin and leptin can activate AMP-activated protein kinase and increase FA oxidation in skeletal muscle (Tomas et al., 2004). Furthermore, adiponectin and FFAs have impacts on muscle proteolysis under insulin-resistance conditions (Zhou et al., 2007). Adipose tissues, especially brown adipose tissue, act in concert through a number of cellular pathways to regulate energy metabolism and nonshivering thermogenesis (Fuller-Jackson and Henry, 2018). However, little is known about the effect of adipose tissue on the metabolism of skeletal muscle under nonshivering thermogenesis conditions.

Our previous study indicated that UCP1 KI pigs exhibited improved thermoregulation upon cold exposure and dramatically decreased fat deposition due to elevated lipolysis in inguinal white adipose tissue (iWAT) (Zheng et al., 2017). In addition, it revealed enhanced mitochondrial function in the adipose tissue from UCP1 KI pigs by lipidomics and RNA-seq analysis (Pan et al., 2019), and a specific role of UCP1 in the lipid metabolism of fat tissues in pigs. However, whether adipocyte-specific UCP1 KI elicits metabolic changes in other organs, such as skeletal muscle, remains unclear. Considering the close association between skeletal muscle and adipose tissue, we hypothesized that adipocyte-specific KI UCP1 may influence lipid metabolism and skeletal muscle function. In the present study, we conducted lipidomics and transcriptomics on skeletal muscle from 6-month-old UCP1 KI and wild-type (WT) pigs to explore the lipid dynamics and transcriptional programs induced by adipocyte-specific UCP1 overexpression in skeletal muscle. In addition, we mapped the transcriptional profiles and lipid-metabolic regulatory pathways in skeletal muscle from UCP1 KI pigs. Moreover, we compared the genetic and lipidic profiles between adipose and skeletal muscle tissue from UCP1 KI pigs, and we compared the significantly altered lipids identified in UCP1 K1 pigs with those identified in humans and mice with metabolic or muscle dysfunction. Our work establishes a network of the regulatory pathways involved in metabolic homeostasis and dynamics in skeletal muscle through adipocyte-specific KI of UCP1 in pigs and reveals a novel interaction between skeletal muscle and adipose tissue.

## Materials and Methods

### Animals and Samples

All experiments involving animals were conducted according to the guidelines for the care and use of laboratory animals established by the Beijing Association for Laboratory Animal Science and approved by the Animal Ethics Committee of the Institute of Zoology, Chinese Academy of Sciences. The animals used in the experiment included WT pigs and adipocyte-specific UCP1 KI pigs. Adipocyte-specific UCP1 KI pigs were generated as described previously (Zheng et al., 2017). The samples of skeletal muscle tissues were dissected from the longissimus dorsi muscle frozen immediately in liquid nitrogen, and stored at −80°C until use.

### Lipid Sample Preparation and Lipidomics Assay

Lipid extraction and mass spectrometry-based lipid detection of skeletal muscle samples from WT and adipocyte-specific UCP1 KI pigs were performed by Applied Protein Technology using previously published methods (Xu et al., 2019). Briefly, samples from each group were mixed together to create a pooled QC sample. QC samples were inserted into the analysis queue to evaluate the system stability and data reliability during the entire experimental process. LC-MS/MS analysis was performed on a Q Exactive plus mass spectrometer (Thermo Scientific) coupled to a UHPLC Nexera LC-30A instrument (SHIMADZU). Full-scan spectra were collected in mass-to-charge ratio (m/z) ranges of 200–1,800 and 250–1,800 for positive- and negative-ion modes, respectively. The mass-to-charge ratio of lipid molecules to lipid fragments was determined by the following method: after each full scan, 10 fragment patterns (MS2 scan, high-energy collision dissociation (HCD)) were collected. Lipid identification (secondary identification), peak extraction, peak alignment, and quantification were assessed by LipidSearch software version 4.1 (Thermo Scientific™). Regarding the extracted ion features, only those variables having more than 50% nonzero values in at least one group were kept retained. Identified lipids were subjected to unsupervised multivariate analyses and analysis of fatty acyl chain compositions.

### Unsupervised Multivariate Data Analyses

SIMCA-P 14.1 software (Umeta, Umea, Sweden) was utilized for the multivariate statistical analysis. After Pareto scaling, PCA, partial least-squares-discriminant analysis (PLS-DA) and OPLS-DA were performed. Leave-one-out cross-validation and response permutation testing were used to evaluate the robustness of the model. The significantly different metabolites were determined based on the significant threshold VIP value from the PLS-DA model and two-tailed Student’s *t*-test (*p*-value) with a VIP value larger than 1.0 and a *p*-value less than 0.05 identifying a metabolite as significantly different. Univariate analyses included Student’s *t*-test and variable fold-change analysis. Hierarchical cluster analysis and correlation analysis were performed with the function heatmap () and cor (), respectively, in R software (version 3.5.1).

### RNA Isolation, Library Construction and RNA-seq Analysis

RNA extraction, library construction and RNA-seq analysis of skeletal muscle samples from WT and adipocyte-specific UCP1 KI pigs were performed by Sangon Biotech using previously published methods (Xu et al., 2019). Total RNA was extracted using the Total RNA Extractor (TRIzol) Kit (B511311, Sangon, China) according to the manufacturer’s protocol and treated with RNase-free DNase I to remove genomic DNA contamination. A total amount of 2 μg RNA per sample was used as input material for subsequent RNA sample preparations. Sequencing libraries were generated using the VAHTSTM mRNA-seq V2 Library Prep Kit for Illumina® following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The libraries were then quantified and pooled. Paired-end sequencing of the library was performed on HiSeq XTen sequencers (Illumina, San Diego, CA). The quality of the sequenced data was evaluated by FastQC (version 0.11.2). Trimmomatic (version 0.36) was applied to filter raw reads and clean reads, were mapped to the reference genome by HISAT2 (version 2.0) with the default parameters. RSeQC (version 2.6.1) was used to analyze the alignment results. The homogeneity distribution and genomic structure were evaluated by Qualimap (version 2.2.1). BEDTools (version 2.26.0) was applied for statistical analysis of the gene coverage ratio. StringTie (version 1.3.3b) was used to compute the gene expression values of the transcripts. The TPM, which eliminated the influences of gene length and sequencing discrepancies, was applied for direct comparison of gene expression between samples. The DESeq2 package (version 1.12.4) of R software (version 3.5.1) was applied to the gene count data to determine DEGs between the two groups. Genes with values <0.05 and |Log2(fold change) |>0.5 were considered significant DEGs.

### Pathway-Enrichment Assay

The identified DEGs were subjected to GO functional analysis and KEGG pathway analysis using the packages clusterProfiler and org.Ss.eg.db in R software (version 3.5.1). DEGs were mapped to the GO terms (in the biological functions categories) in the database. The number of genes in every term was calculated, and a hypergeometric test was performed to identify significantly enriched GO terms in the gene list out of the background of the reference-gene list. Enriched terms were visualized by barplot and a network of the most enriched terms was constructed and visualized by Cnetplot. KEGG pathway analysis identified significantly enriched metabolic pathways or signal transduction pathways enriched in DEGs compared to those of a reference gene background using the hypergeometric test. Enriched pathways were visualized by dotplot.

### Correlational Assay

Correlations were calculated by function cor() in R software (version 3.5.1) using the method “spearman” or “pearson” for the Spearman’s or Pearson’s correlation coefficient analysis, respectively. Pearson’s correlation is a measure of linear correlation, while Spearman’s correlation is based on the ranks of values rather than the values themselves.

### Data Analysis

All the statistical evaluations of lipidomics data described in this work were calculated from relative abundances. The data are presented as the mean ± SEM. Comparisons were performed by unpaired two-tailed Student’s *t*-test or one-way ANOVA, as appropriate. Differences among groups were considered statistically significant at *p* < 0.05.

## Results

### Adipocyte-Specific UCP1 KI Alters the Overall Composition of Lipid Classes in Skeletal Muscle

To determine the effects of adipocyte-specific UCP1 overexpression on the overall lipid composition and distribution in skeletal muscle, we isolated skeletal muscle from adipocyte-specific UCP1 KI pigs and performed liquid chromatography tandem mass spectrometry (LC-MS/MS) analysis. We detected over 568 different lipid species in skeletal muscle, comprising 139 triglycerides (TGs), 130 phosphatidylcholines (PCs), 75 phosphatidylethanolamines (PEs) and other lipid classes (Figure 1A). The abbreviations of these quantified lipid classes are shown in Supplementary Figure S1A. Multivariate analysis (MVA) using PCA showed a clear separation of the UCP1 KI and WT groups (Supplementary Figure S1B). Both projections to latent structures discriminant analysis (PLS-DA) and orthogonal projections to latent structures discriminant analysis (OPLS-DA) plots distinguished two clusters (Supplementary Figures S1C,D). Seventy-two important variables ((acyl carnitine (AcCa) (10:1), PE (18:2p/22:6), AcCa (16:1) and others) were selected for separating UCP1 KI and WT groups based a variable influence in projection (VIP) value >1.0 and *p*-value <0.001 in the OPLS model. These variables might be considered biomarkers for skeletal muscle from UCP1 KI pigs. The changes in these 72 features in WT and UCP1 KI samples were visualized by heatmap (Figure 1B), and their correlations are shown in Supplementary Figure S2. The majority of these 72 features were glycerophospholipids (GLs) or AcCas and were obviously elevated by adipocyte-specific UCP1 overexpression, with high positive correlations with each other. To explore individual lipid species that differed between the WT and KI groups, all of the significantly changed lipid species were visualized using a bubble map. Using a *p*-value of 0.05 as a cutoff, a total of 109 species in skeletal muscle were identified as significantly changed in UCP1 KI pigs (Figure 1C). Analyses of lipid groups showed that the total contents of fatty acyls and saccharolipids were significantly increased in the UCP1 KI group relative to the WT group (Figure 1D), whereas no significant differences in the total contents of glycerolipids, GLs, sphingolipids and prenol lipids were found between groups (Figure 1D). In addition, we found that UCP1 KI significantly increased the contents of the following lipid classes: sulfoquinovosyldiacylglycerols (SQDGs), phosphatidylglycerols (PGs), lysophosphatidylglycerols (LPGs), lysophosphatidylcholines (LPCs), AcCas and cardiolipins (CLs) (*p* = 0.05) (Figure 1E). These findings suggest that UCP1 KI in pigs induces considerable alterations in the composition and content of lipid species in skeletal muscle.

**FIGURE 1:**
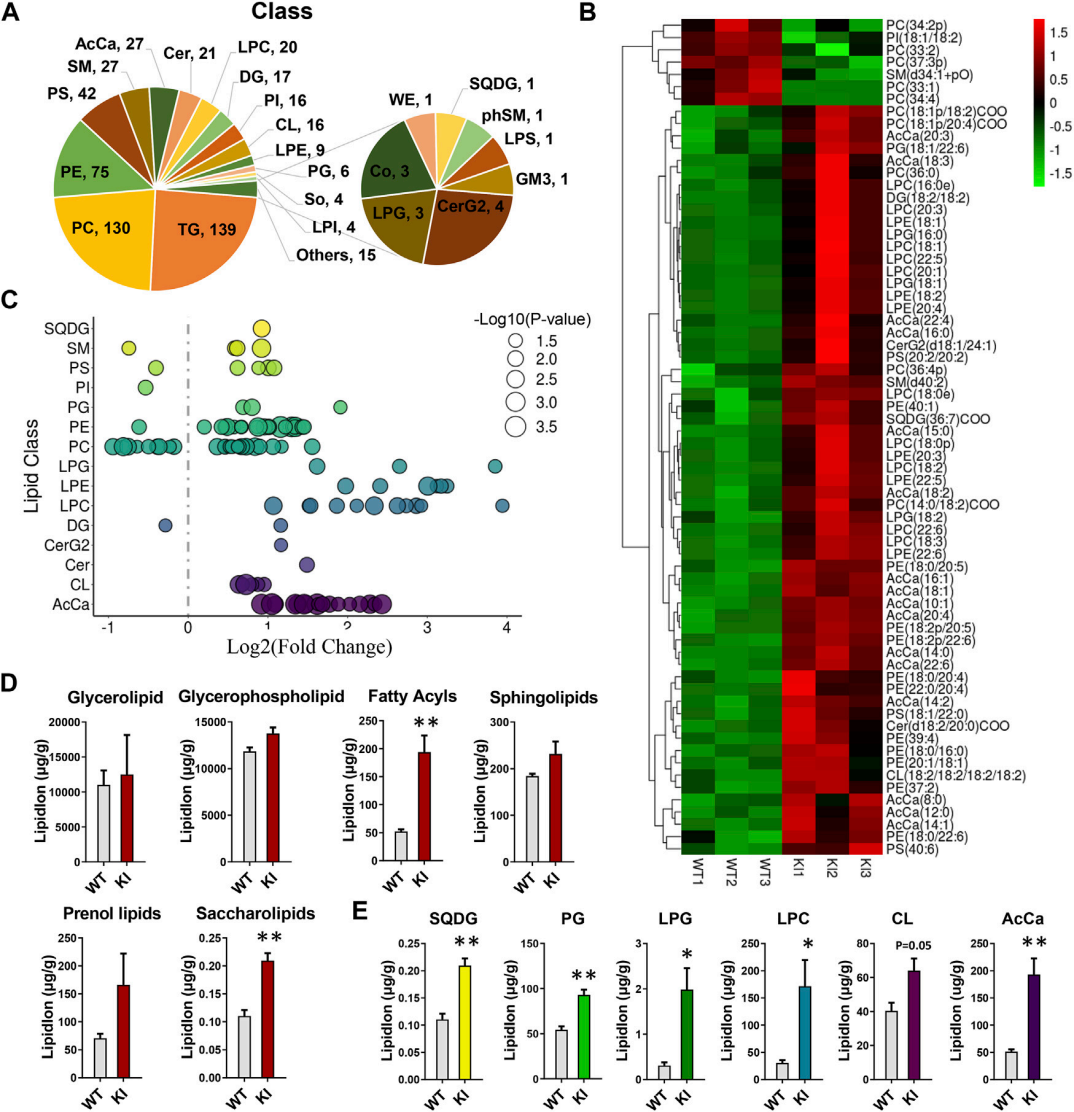
Changes in the overall lipid composition and distribution in skeletal muscle induced by adipocyte-specific expression of UCP1. Lipidomics analysis of skeletal muscle from UCP1 KI pigs. Lipids were extracted and analyzed as described in the *Materials and Methods*. **(A)** Distribution of lipid classes that were considered for subsequent analysis in all of the samples detected by LC-MS/MS. **(B)** Heatmap of the significantly altered lipids (*p*-value <0.05 and VIP >1) in skeletal muscle from controls and UCP1 KI pigs (*n* = 3). **(C)** Log2 fold changes in lipid species in the KI- versus WT- group, and the corresponding significance values are displayed as −log10 (*p*-value). Each dot represents a lipid species, and the dot size indicates significance. Only lipids with *p* < 0.05 are displayed (*n* = 3). **(D)** The lipid ion intensity of lipid groups, including glycerolipids, GLs, fatty acyls, sphingolipids, prenol lipids and saccharolipids. **(E)** The lipid ion intensity of significantly changed lipid classes, including SQDG, PG, LPG, LPC, CL and AcCa. Data are presented as the means ± SEM (*n* = 3). *p < 0.05, ***p < 0.001.

### Adipocyte-Specific Uncoupling Protein 1 Knock-in Regulates the Composition of Fatty Acyl Chains Associated With Glycerophospholipids

TGs and GLs were the two most abundant lipids in skeletal muscle. The fatty-acyl chains associated with TGs and GLs reflect the composition of major fatty acids in skeletal muscle. The results showed that the contents of total TGs and TG lipid species showed no significant changes between KI and WT pigs. Consistently, none of the fatty acyl chains associated with TGs was significantly changed in skeletal muscle from UCP1 KI pigs (Supplementary Figures S3A–D), and neither were the total percentages of saturated fatty acyl (SFA) chains, monounsaturated fatty acyl (MUFA) chains, and polyunsaturated fatty acyl (PUFA) chains associated with TG acyl chains (Supplementary Figure S3E). Most of the carbon numbers and double bonds of the TG acyl chains showed an increasing trend (Supplementary Figures S3F,G).

We next analyzed the individual fatty-acyl-chain composition associated with GLs. Significant increases in the concentrations of SFA chains (C22:0), MUFA chains (C20:1) and PUFA chains (C18:2, C20:5, C22:6) in the GL pool were found in the UCP1 KI group relative to the WT group (Figures 2A–C). Notably, the content of DHA (C22:6) associated with GLs in the UCP1 K1group was dramatically increased compared to that in the WT group; DHA is widely believed to be highly beneficial to human physiology (Figure 2B). However, the percentages of SFA chains, MUFA chains and PUFA chains associated with GLs were not significantly different between the WT and KI groups (Figure 2D). Relative to that from WT pigs, skeletal muscle from UCP1 KI pigs displayed markedly elevated levels of GL species with lower (<25 carbons, mostly associated with LPCs, LPEs, LPGs, LPIs and LPSs) or higher (>70 carbons, associated with CLs) acyl-chain carbon numbers (Figure 2E). Half of the GL species with middle acyl-chain carbon numbers (>25 carbons and <70 carbons, mostly associated with PC, PE, PG, PI, PS) were increased in the KI group, while the others were decreased in this group (Figure 2E). Most of the GL species with fewer (<2, mostly associated with LPCs and LPEs) acyl-chain double bonds had significantly elevated levels in the KI group relative to the WT group (Figure 2F). The fatty acid composition reflected by GLs indicated significant alterations in the skeletal muscle of UCP1 KI pigs relative to that from WT pigs.

**FIGURE 2:**
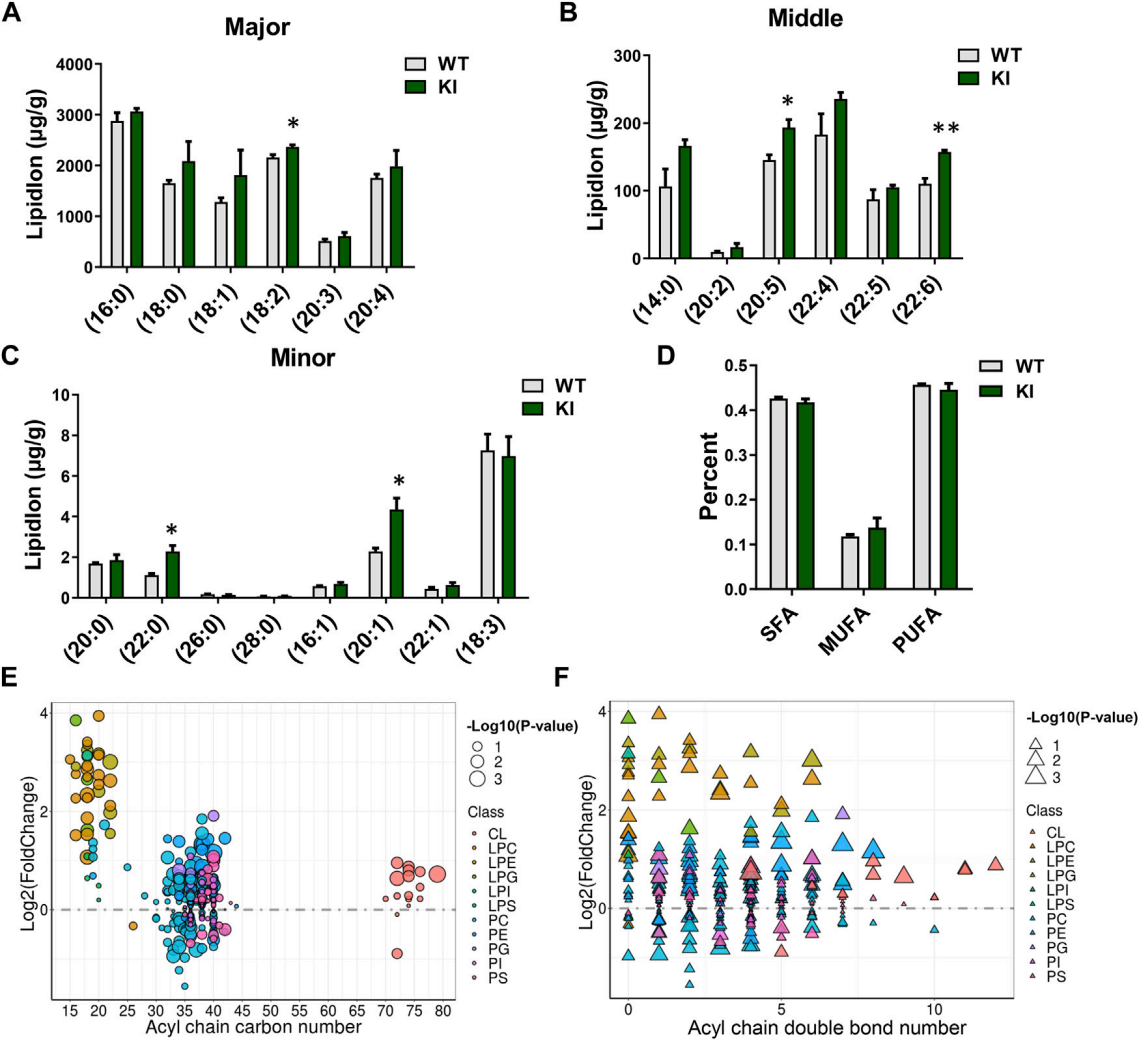
Adipocyte-specific UCP1 KI changed the composition of fatty acyl chains associated with GLs in skeletal muscle. **(A–C)** The total lipid ion intensity of individual fatty acyl chains associated with GLs sorted by degree of intensity. Data are presented as means ± SEM (*n* = 3). *p < 0.05, ***p < 0.001. **(D)** The total percentages of SFA chains, MUFA chains and PUFA chains associated with GLs. SAF, saturated fatty acyls; MUFA, monounsaturated fatty acyls; PUFA, polyunsaturated fatty acyls containing two or three to six double bonds. **(E,F)** The GL pattern in cold-treated cases versus that in controls. Each dot or triangle represents a distinct GL, organized along the x-axis based on the total acyl chain carbon number **(E)** or double bond content **(F)**. The size of each dot or triangle is proportional to the significance values, which are displayed as −log10 (*p*-value). The different colors of each dot or triangle represent each lipid classes, including CL, LPC, LPE, LPG, LPI, LPS, PC, PE, PG, PI, and PS.

### Adipocyte-Specific Uncoupling Protein 1 Knock-in Changes the Composition of Fatty Acyl Chains Associated With AcCas

As the above described results showed that adipocyte-specific UCP1 KI significantly changed the total content of AcCas, which are important diagnostic markers for several peroxisome and mitochondria-related metabolic syndrome (Ramsay et al., 2001), we analyzed the composition of individual AcCa species and fatty acyl chains associated with AcCas. We ranked AcCa lipids according to *p*-values, compared them between the KI and WT groups, and examined the top 10 species (Figure 3A). A greater than 1.5 fold change was found between the KI and WT groups in the top 10 AcCas, of which one was a SFA, four were MUFAs and five were PUFAs (Figure 3A). In line with the alteration of C22:6 associated with GLs, AcCa (C22:6) exhibited the highest fold change (5.39), being elevated in KI pigs (Figure 3A). Furthermore, we found that most of the AcCa-associated fatty-acyl chains were induced by adipocyte-specific UCP1 KI (Figures 3B–D). Notably, the concentration of SFA chains (C14:0, C15:0), MUFA chains (C10:1, C14:1, C16:1, C18:1) and PUFA chains (C14:2, C18:2, C20:3, C20:4, C22:6) displayed pronounced increases in UCP1 KI skeletal muscle (Figures 3B–D). In addition, the contents of SFA chains (C8:0, C16:0), MUFA chains (C22:1) and PUFA chains (C22:4) were significantly elevated in the KI group (Figures 3B–D). Moreover, we analyzed the total contents of SFA, MUFA, and PUFA chains associated with AcCa acyl chains. Adipocyte-specific UCP1 KI significantly augmented the MUFA percentage and greatly augmented the PUFA percentage; PUFA percentage was unaffected in the KI group (Figure 3E). Compared to skeletal muscle from the WT group, skeletal muscle from the UCP1 KI group displayed markedly elevated levels of AcCa species with higher (>13 carbons) acyl chain carbon numbers and fewer (<3 carbons) acyl chain double bonds (Figures 3F,G). These results suggest that adipocyte-specific UCP1 KI induces considerable alterations in the composition of AcCa species and acyl chains in skeletal muscle.

**FIGURE 3:**
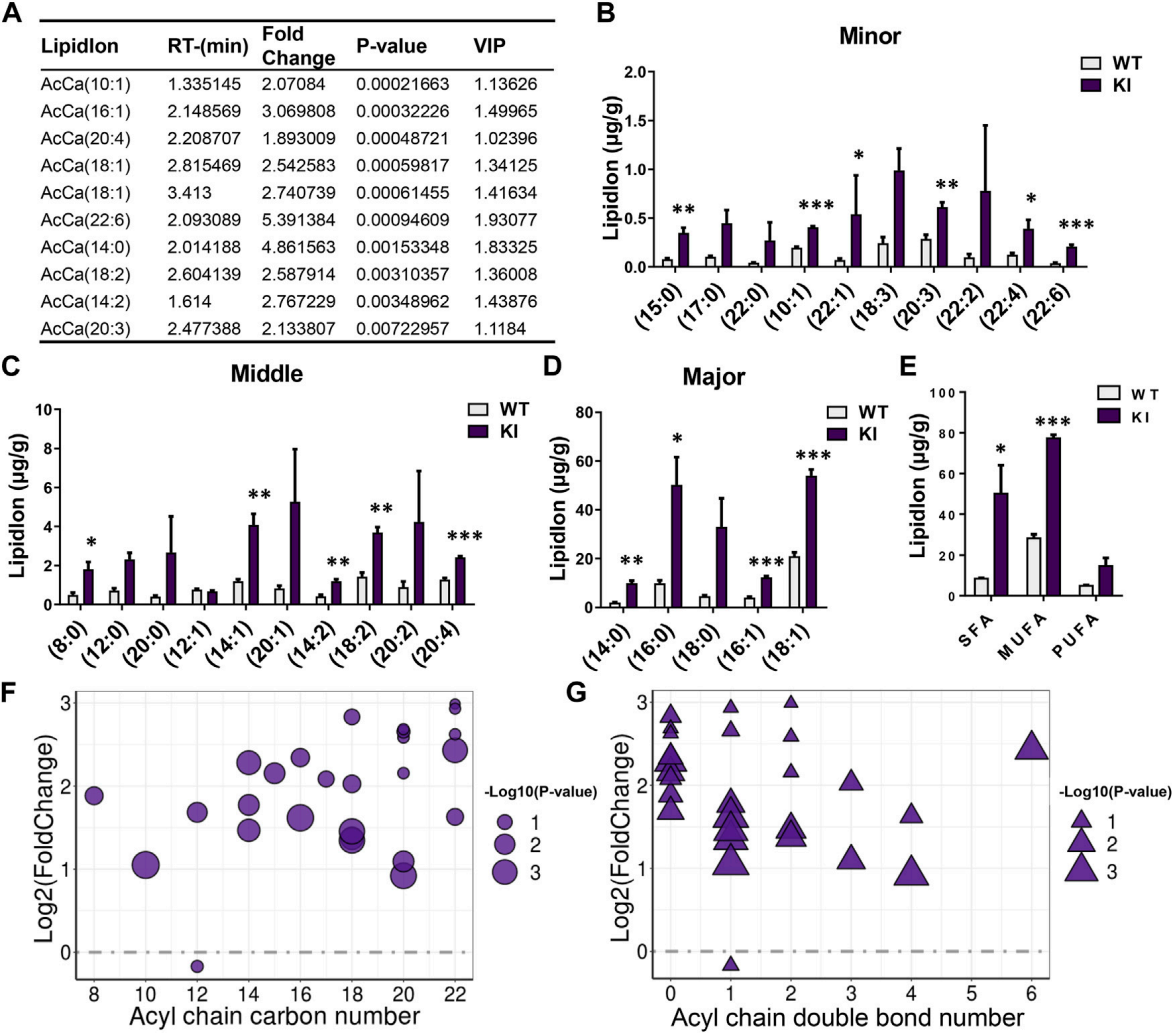
UCP1 KI changed the composition of fatty acyl chains associated with AcCas in skeletal muscle. **(A)** The top 10 AcCas according to the P-value, detected in skeletal muscle from UCP1 KI pigs and controls (*n* = 3). **(B–D)** The total lipidIon intensity of individual Fatty acyl chains associated with AcCas sorted by degree of intensity. **(E)** The total lipid ion intensity of SFA, MUFA and PUFA associated with AcCas. Data are presented as means ± SEM (*n* = 3). *p < 0.05, ***p < 0.001. **(F,G)** The AcCas pattern in cold-treated cases versus that in controls. Each dot or triangle represents a distinct AcCas, organized along the x axis based on total acyl chain carbon number **(F)** or double bond content **(G)**. The size of each dot or triangle is proportional to the significance values, which are displayed as −log10 (*p*-value).

### Adipocyte-Specific Uncoupling Protein 1 Knock-in Altered the Transcriptional Profile of Skeletal Muscle

To explore how the transcriptional profile in skeletal muscle changed upon adipocyte-specific UCP1 overexpression, we utilized RNA-seq to map the transcriptional changes and lipid metabolic pathways in skeletal muscle from UCP1 KI pigs. 

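Skeletal muscle from the longissimus dorsi, a muscle of the back, was compared between 3 UCP1 KI pigs and 3 WT pigs, each sampled at 6 months of age. The authors trimmed the paired-end reads, mapped them with HISAT2, and deposited the number of reads counted on each of 30476 Ensembl pig genes as raw counts, without normalization. The paper's text does not name the genome build, the annotation release or the tool that made these counts, so no chromosome positions are given. The counts on genes summed to 32660931, 30220951 and 32281278 in UCP1 KI replicates 1 to 3, and to 34053263, 35066624 and 32672897 in WT replicates 1 to 3. Their medians were 32281278 in UCP1 KI pigs and 34053263 in WT pigs. The 20 most abundant genes of each pig held 40.8% ± 2.77 (SD, n = 3) of its counts in UCP1 KI pigs and 48.6% ± 6.88 (SD, n = 3) in WT pigs, with 56.5% in WT replicate 2. This share was lower in every UCP1 KI pig than in every WT pig (two-sided exact permutation test, p = 0.1, the smallest p that 3 pigs against 3 allow). Counts were normalized by edgeR's TMM method, whose factors ranged from 0.781 in WT replicate 2 to 1.18 in UCP1 KI replicate 2. A count of 3, taken as the limit that a count of 0 allows, corresponded to between 0.0795 and 0.110 counts scaled to a total of 1000000 per pig (CPM), and this limit covers counting error only. Of the 20062 genes with any count, edgeR's filterByExpr function kept 13402 for testing, and each log2 fold change is UCP1 KI against WT. The gene name table paired 14864 of the identifiers with a symbol, and 168 of the 177 genes that the paper names or shows were found by symbol.

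**Figure D1:**
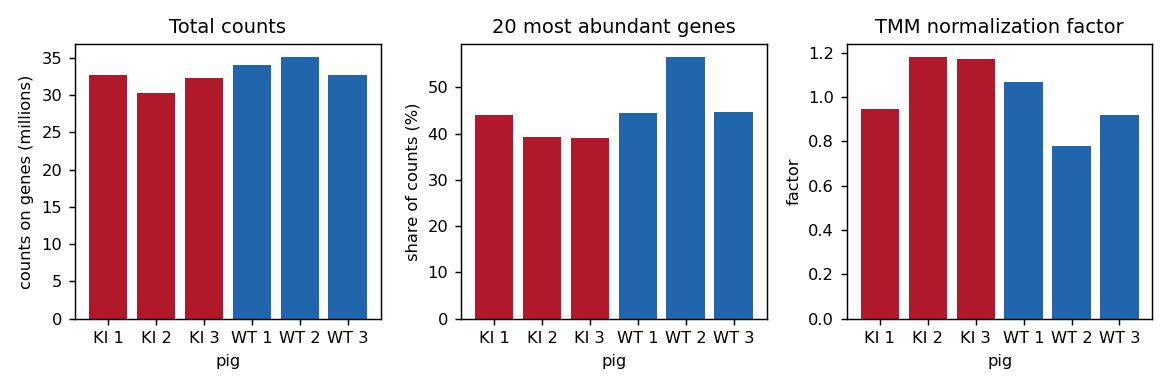
Total counts on genes (left, in units of 1000000 counts), share of counts in the 20 most abundant genes (middle, in percent) and TMM normalization factor (right) of each UCP1 KI pig (red) and each WT pig (blue). WT replicate 2 has the largest share, 56.5%, and the smallest factor, 0.781.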

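At an unadjusted p under 0.05 from edgeR's quasi-likelihood test and an absolute log2 fold change above 0.5, 1097 genes differed between UCP1 KI pigs and WT pigs, 515 of them higher and 582 lower in UCP1 KI pigs. Before the fold change limit, 1100 genes (8.21% of those tested) had an unadjusted p under 0.05, where 670.1 would be reached by the p limit alone. After Benjamini-Hochberg adjustment of the same test, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.160. The median size of the log2 fold change among the 1097 genes was 1.09. Among all genes tested, 2047 (15.3%) had no overlap between the UCP1 KI pigs and the WT pigs, where chance gives 10%. The 1097 genes included 914 of them. Scaling by library size only, without TMM factors, raised the median log2 fold change of all genes by 0.26 and gave 929 higher and 195 lower genes, so that 82.7% were higher in place of 46.9%. DESeq2, run on all genes with any count, gave 1389 genes, of which 629 were higher and 760 lower. In this run 112 genes had an adjusted p under 0.05, so the count of 0 belongs to edgeR. In simulated counts, drawn with edgeR's dispersions and filtered by filterByExpr, DESeq2 called 36 unchanged genes at this adjusted limit, and edgeR 6. Of genes with a true log2 change of 1, 2 and 3, DESeq2 called 4, 44 and 61, and edgeR 1, 23 and 47. The number of genes past both limits was 678 without UCP1 KI replicate 2 and 718 without WT replicate 2.

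**Figure D2:**
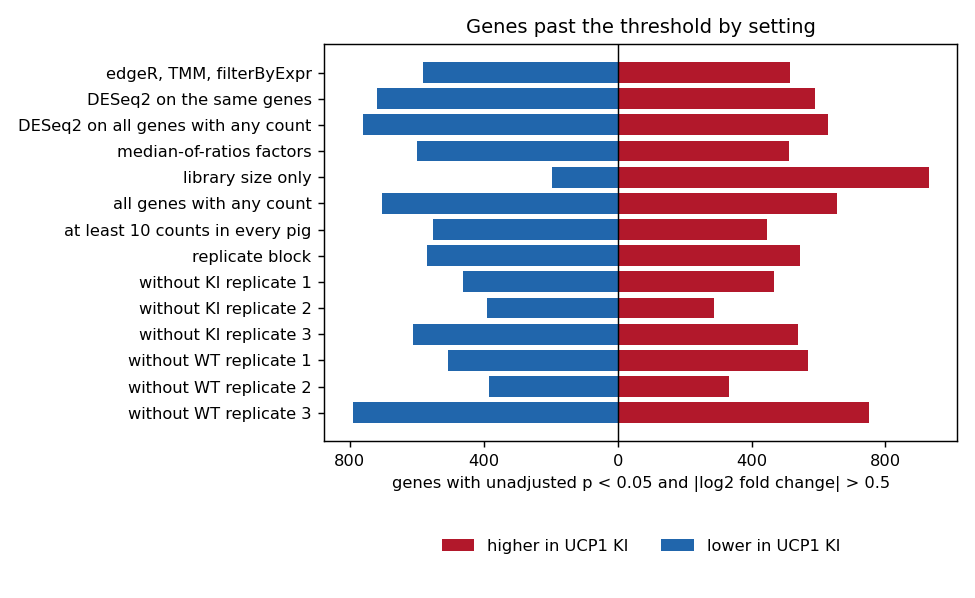
Number of genes with an unadjusted p under 0.05 and an absolute log2 fold change above 0.5 that were higher (red, to the right) or lower (blue, to the left) in UCP1 KI pigs, for each way of testing, scaling or filtering and with each pig left out. The bars for library size only reach 929 genes to the right and 195 to the left.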

We identified a total of 1,271 differentially expressed genes (DEGs), of which 631 were upregulated and 640 were downregulated by UCP1 KI (Figure 4A). Our previous study reported the expression of foreign UCP1 was observed in iWAT of KI pigs but not in muscle or other tissues of these pigs (Zheng et al., 2017). Consistent with this observation, no expression of UCP1 mRNA was detected in KI or WT skeletal muscle by RNA-seq, and the other two mitochondrial uncoupling proteins, UCP2 and UCP3, were not significantly altered in skeletal muscle from UCP1 KI pigs, although UCP2 was increased (Supplementary Figure S4A). 

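The gene name table holds no pig identifier with the symbol *UCP1*, so *UCP1* itself was not analysed here and the genotype of the pigs was not checked against its counts. *UCP2* (ENSSSCG00000014833) was measured at 6.24 ± 3.68 CPM (SD, n = 3) in UCP1 KI pigs and 4.09 ± 1.93 CPM (SD, n = 3) in WT pigs. Its log2 fold change was 0.61 (standard error 0.57, adjusted p = 0.783 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 0.12 and 0.98 with each pig left out in turn. *UCP3* (ENSSSCG00000014834) was measured at 227 ± 143 CPM (SD, n = 3) in UCP1 KI pigs and 359.7 ± 202 CPM (SD, n = 3) in WT pigs, a log2 fold change of -0.67 (standard error 0.61) that lay between -1.23 and -0.22 with each pig left out. Both differences were smaller than the spread between pigs, and the groups overlapped (two-sided exact permutation test, p = 0.5 for *UCP2* and p = 0.4 for *UCP3*).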

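*CEBPB* (ENSSSCG00000034207), a transcription factor of adipocyte differentiation, was measured at 396 ± 33.1 CPM (SD, n = 3) in UCP1 KI pigs and 149 ± 34.2 CPM (SD, n = 3) in WT pigs, with no overlap between the groups. The log2 fold change of 1.41 (standard error 0.27) had an unadjusted p of 0.000865 from edgeR's quasi-likelihood test and an adjusted p of 0.386 after Benjamini-Hochberg adjustment over all genes tested. It lay between 1.27 and 1.60 with each pig left out, and *CEBPB* passed both limits in each of these 6 fits. Of the other adipogenesis genes, *FABP4* (ENSSSCG00000040681) differed most, with 51.7 ± 27.8 CPM (SD, n = 3) in UCP1 KI pigs and 121 ± 115 CPM (SD, n = 3) in WT pigs. The log2 fold change of *FABP4*, -1.22 (standard error 0.69), did not pass the limits, with an adjusted p of 0.665 from edgeR, and was -0.08 without WT replicate 2, which was at 253 CPM. *FABP4* passed both limits without WT replicate 1, at -1.65, and with the replicate number as a block, at -0.92. The log2 fold change was -0.26 for *CEBPA* and -0.60 for *PPARG*, with adjusted p values of 0.907 and 0.798 from edgeR. For *CEBPA* it changed sign with library size only, to 0.11, and without UCP1 KI replicate 1 or WT replicate 2, where it was 0.00 and 0.26.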

Adipocyte-specific UCP1 KI significantly increased the mRNA level of *CEBPB* without effects on other adipogenesis related genes (*FABP4*, *CEBPA* and *PPARG*) (Supplementary Figure S4B). We also found that the mRNA levels of intramuscular fat browning markers (*PPARA*, *BMP7*, *TNFRSF9*, *SHOX2*, *TMEM26*, *CITED1*) and mitochondrial function genes (*COX5A*, *COX6A2*, *COX6A1*, *TFAM*, *TFEB*) in skeletal muscle displayed no difference between the UCP1 KI and WT groups (Supplementary Figures S4C,D). 

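Among the browning-related genes, *SHOX2* (ENSSSCG00000025238) was lower in UCP1 KI pigs, at 3.58 ± 0.339 CPM (SD, n = 3) against 6.31 ± 1.03 CPM (SD, n = 3) in WT pigs, without overlap between the groups. Here the log2 fold change of -0.82 (standard error 0.27) had an unadjusted p of 0.0171 from edgeR's quasi-likelihood test and an adjusted p of 0.583 after Benjamini-Hochberg adjustment. *SHOX2* was no longer past the p limit with library size only (-0.56), without UCP1 KI replicate 3 (-0.75) or without WT replicate 2 (-0.73). The log2 fold changes of *PPARA*, *CITED1* and *TMEM26* were 0.36, 0.18 and -0.28, with adjusted p values of 0.844, 0.905 and 0.953 from edgeR, and *TMEM26* changed sign without UCP1 KI replicate 3 (0.28) or WT replicate 1 (0.95). *BMP7* was close to the limit of the depth, with counts of 15, 0 and 4 in UCP1 KI pigs and 20, 24 and 9 in WT pigs, and its log2 fold change of -1.56 (standard error 1.11) passed the limits only without UCP1 KI replicate 1 (-3.33). *TNFRSF9*, with counts of 0, 0 and 4 against 0, 10 and 6, was left out by the filter, and a difference was not detectable at this depth. Among the mitochondrial genes, *COX6A2* (ENSSSCG00000036789) had the largest log2 fold change, -0.42 (standard error 0.33, adjusted p = 0.746 from edgeR's test), between 545 ± 181 CPM (SD, n = 3) in UCP1 KI pigs and 728 ± 95.5 CPM (SD, n = 3) in WT pigs. *COX5A*, *COX6A1*, *TFAM* and *TFEB* had log2 fold changes of -0.10, -0.06, 0.22 and -0.13, each with overlapping groups. The last of these, *COX5A* and *COX6A1* were at 0.14, 0.11 and 0.19 with library size only. Leaving out a pig also changed the sign of *COX5A* (0.08 without UCP1 KI replicate 2), of *COX6A1* (0.13 without UCP1 KI replicate 3 and 0.16 without WT replicate 2) and of *TFAM* (-0.15 without UCP1 KI replicate 2 and -0.10 without WT replicate 3).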

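In place of GO terms, which were not used here, gene families were taken by their symbols, with the subunits of the proteasome, the complex that degrades ubiquitinated proteins, and the collagens, the main proteins of the extracellular matrix. The median log2 fold change of 34 proteasome subunit genes was 0.53, and 31 of them were higher in UCP1 KI pigs, 12 of these past both limits. Membership went by symbol alone, so some members, such as *PSMD5*, *PSMD9* and *PSMD10*, are not subunits of the mature complex. Those not higher were *PSMD5* (-0.25), *PSMB9* (-0.13) and *PSMB10* (-0.0075). The set had an adjusted p of 1.1e-09 from limma's camera test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 18 sets. The mean log2 expression of these subunits was 6.59 ± 0.317 (SD, n = 3) in UCP1 KI pigs and 6.05 ± 0.302 (SD, n = 3) in WT pigs, which overlapped (two-sided exact permutation test, p = 0.2). Among the 10 ways to split the 6 pigs into equal groups, 3 gave a median as far from 0. Collagens moved the other way, with a median log2 fold change of -0.89 over 30 genes and an adjusted p of 3.1e-11 from camera, and 26 were lower, 12 of these past both limits. Mean log2 expression of the collagens was 2.94 ± 0.236 (SD, n = 3) in UCP1 KI pigs and 3.61 ± 0.28 (SD, n = 3) in WT pigs, without overlap (exact p = 0.1). For the 23 collagens that the paper does not name, this measure overlapped between the groups (two-sided exact permutation test, p = 0.2). Under fry, a set test that estimates the correlation from the data, the collagens were the only set with an unadjusted p under 0.05, at 0.0277, the proteasome subunits had 0.0999, and 0 of the 18 sets passed after adjustment, with a smallest adjusted p of 0.293. Neither median changed sign with library size only, where they were 0.82 and -0.63, or with median-of-ratios factors, and with each pig left out they lay between 0.41 and 0.72 for the proteasome and between -1.02 and -0.62 for the collagens.

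**Figure D3:**
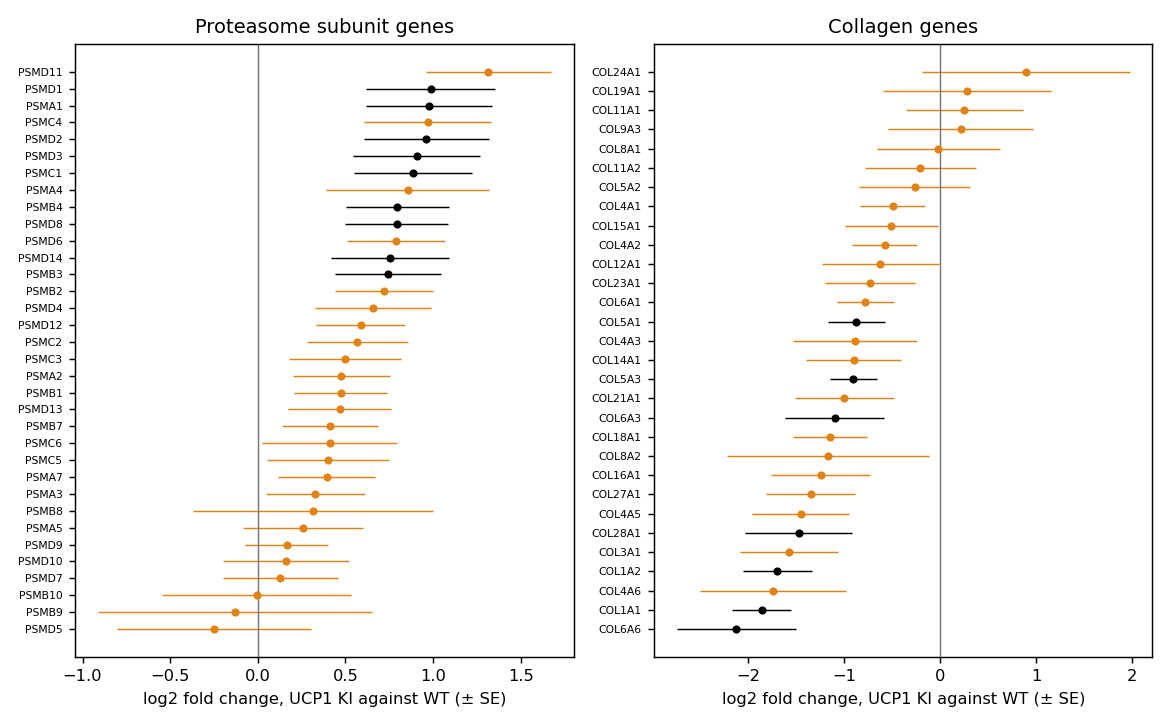
Log2 fold change (point) with its standard error (bar) of each of the 34 proteasome subunit genes (left) and 30 collagen genes (right), ordered by value, for genes that the paper names or shows (black) and other members (orange). Values above 0 are higher in UCP1 KI pigs, as for 31 proteasome subunits, and values below 0 are lower, as for 26 collagens, and neither median changed sign under the other scalings.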

Gene Ontology (GO) enrichment analysis of DEGs induced by UCP1 KI revealed pronounced changes in the proteasome complex, peptidase complex, extracellular matrix, axon part and neuronal cell body (Figure 4B). The Cnetplot depicted the linkages of five significant GO terms (proteasome complex, endopeptidase complex, proteasome regulatory particle, proteasome accessory complex and axon part) and genes involved in these terms as a network (Figure 4C). 

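Figure 4C shows 10 genes of the proteasome terms as higher in UCP1 KI pigs, and 9 of these passed both limits, with log2 fold changes of 0.74 to 2.27 over the 10. The largest change among them was that of *ZFAND2A*, with an unadjusted p of 4.4e-05 from edgeR's quasi-likelihood test. Without UCP1 KI replicate 3, WT replicate 1 or WT replicate 2, 1 of the 10 genes passed the limits. Of the 7 genes of the axon part shown with a readable direction, 5 could be tested and all 5 passed both limits, from 0.68 for *TWF2* to 2.86 for *UCHL1*, and 3 did without WT replicate 2. *UCHL1* had an unadjusted p of 3.3e-05 from the same edgeR test. With p values adjusted over the list alone, 9 and 5 genes of the lists were under 0.05, and 0 when adjusted over all genes tested, where 9 and 5 had an unadjusted p under 0.05. Since the study chose these genes on the same pigs, the counts over the lists are not independent evidence.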

The significantly upregulated genes encoding proteasome components (*PSMC1*, *PSMD1*, *PSMD14*, *PSMD3*, *PSMD2*, *PSMD8*) belong to multiple categories, indicating that numerous cellular processes in skeletal muscle from UCP1 KI pigs might be regulated by the degradation of ubiquitinated target proteins through coordinated functions of genes associated with these four GO terms (proteasome complex, endopeptidase complex, proteasome regulatory particle, proteasome accessory complex) (Figure 4C). 

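The log2 fold changes of the 6 proteasome genes ranged from 0.75 for *PSMD14* (ENSSSCG00000015892) to 0.99 for *PSMD1* (ENSSSCG00000016272). *PSMD2* (ENSSSCG00000046387) rose from 99.4 ± 35.3 CPM (SD, n = 3) in WT pigs to 193 ± 57.8 CPM (SD, n = 3) in UCP1 KI pigs. *PSMD8* (ENSSSCG00000036658) was at 169.7 ± 45.2 CPM (SD, n = 3) in UCP1 KI pigs and 98.1 ± 22.5 CPM (SD, n = 3) in WT pigs. These 2 genes had no overlap between the groups, whereas *PSMC1* (ENSSSCG00000002433), *PSMD1*, *PSMD3* (ENSSSCG00000017489) and *PSMD14* overlapped. Unadjusted p values from edgeR's quasi-likelihood test were between 0.0286 for *PSMD1* and 0.0554 for *PSMD14*, the gene of the 6 that did not pass. The smallest adjusted p among them was 0.583 with Benjamini-Hochberg adjustment. Leaving out UCP1 KI replicate 2, UCP1 KI replicate 3, WT replicate 1 or WT replicate 2 left 0 of the 6 genes past the limits, and leaving out UCP1 KI replicate 1 or WT replicate 3 brought all 6 past them.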

Axon part-related genes (*AP3S2*, *SNAPIN*, *BLOC1S3*, *Zrp1*), which coordinate with each other to regulate vesicles and signaling in neurons, were significantly increased in skeletal muscle from UCP1 KI pigs (Figure 4C), suggesting that motor neuron activity might be altered by adipocyte-specific UCP1 overexpression.

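*AP3S2* (ENSSSCG00000030174) was expressed at 8.77 ± 0.925 CPM (SD, n = 3) in UCP1 KI pigs and 3.40 ± 0.692 CPM (SD, n = 3) in WT pigs. Its log2 fold change of 1.37 (standard error 0.27) had an unadjusted p of 0.00116 from edgeR's quasi-likelihood test, and an adjusted p of 0.403 with Benjamini-Hochberg adjustment. *ZPR1* (ENSSSCG00000015067), taken as the gene that the paper writes *Zrp1*, was at 15.4 ± 5.09 CPM (SD, n = 3) against 6.29 ± 1.66 CPM (SD, n = 3) in WT pigs, a log2 fold change of 1.30 (standard error 0.35). *SNAPIN* (ENSSSCG00000034159) was at 19.5 ± 3.26 CPM (SD, n = 3) against 10.5 ± 3.90 CPM (SD, n = 3) in WT pigs, a log2 fold change of 0.89 (standard error 0.31). The unadjusted p values of *ZPR1* and *SNAPIN* from the edgeR test were 0.00629 and 0.0232. The groups did not overlap for any of the 3 genes. The study chose them on the same pigs, so the 10% of cases that chance gives is no fair comparison for them. *AP3S2* and *ZPR1* stayed past both limits with each pig left out, whereas *SNAPIN* did not without UCP1 KI replicate 3, WT replicate 1 or WT replicate 2, where 2 of the 3 genes passed. *BLOC1S3* was found under no identifier and was not analysed here.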

**FIGURE 4:**
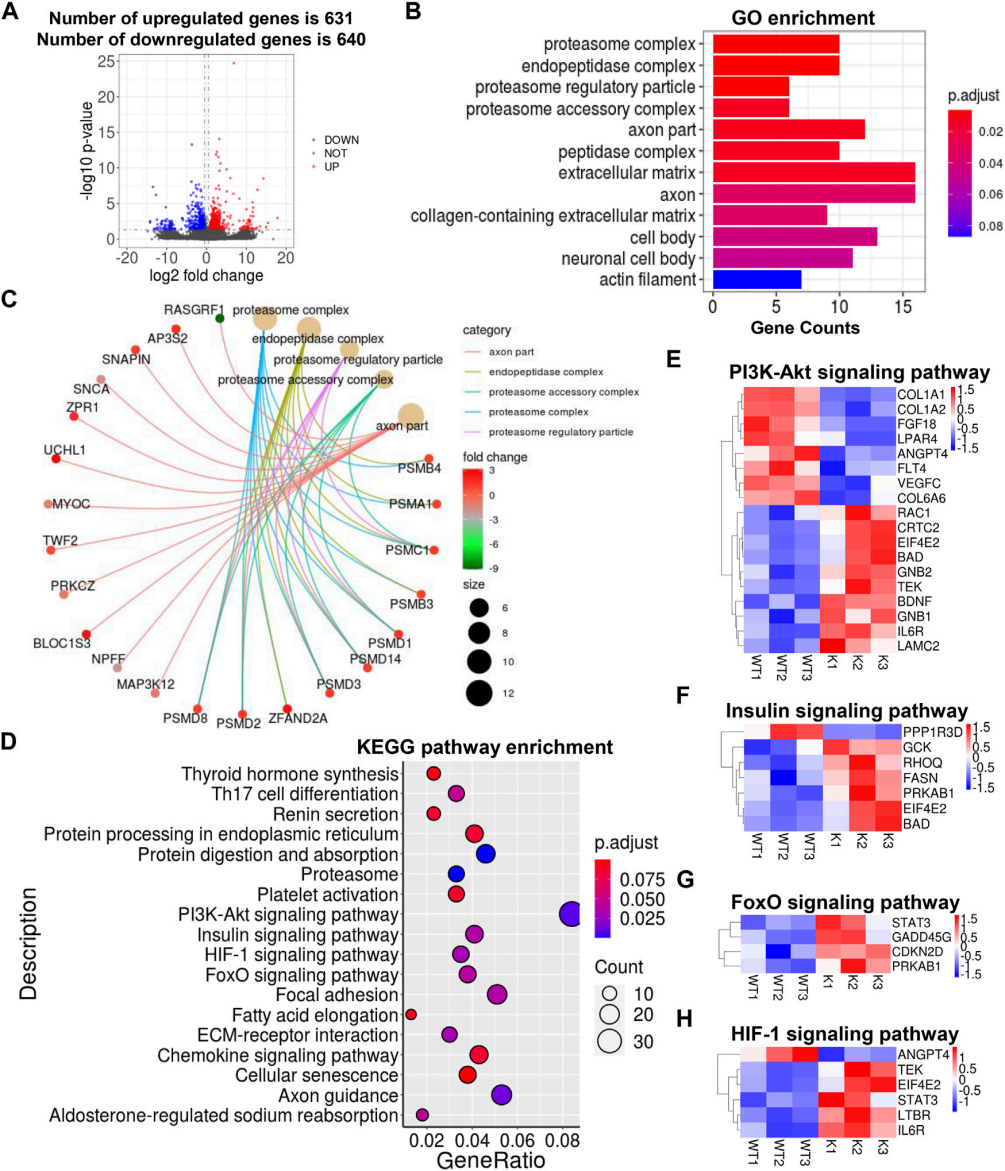
Alterations in skeletal muscle transcriptional profile by UCP1 KI. **(A)** Log2-fold changes in exons of RNA-seq gene bodies in skeletal muscle from UCP1 KI pigs versus controls and the corresponding significance values displayed as Log10 (*p*-value). The transverse and vertical dotted lines indicate the cutoff value for differential expression (*p* < 0.05 & Abs (Log2-fold changes) > 0.5). In total, 631 and 640 genes were identified that had induced (red) or repressed (blue) expression levels by cold exposure. **(B)** GO enrichment analysis and enriched terms were visualized by A bar plot. The bar color indicates significance, and the corresponding significance values are displayed as log10 (*p*-value). The bar length indicates significantly changed gene counts involved in certain categories. **(C)** The Cnetplot depicts the linkages of the five most enriched GO terms (proteasome complex, endopeptidase complex, proteasome regulatory particle, proteasome accessory complex and axon part) and genes involved in these terms as a network. The yellow dots indicate enriched GO terms and the size of each dot indicates gene counts involved in certain GO terms. These smaller dots indicate genes involved in these terms. The color of each smaller dot indicates log2(fold change) values genes in skeletal muscle from UCP1 KI pigs versus controls. **(D)** Functional enrichment analyses using KEGG pathways. The triangle size indicates gene counts. The dot color indicates significance and corresponding significance values displayed as log10 (*p*-value). **(E–H)** Heatmap of TPM expression values of metabolic pathways (including PI3K-Akt signaling pathway **(E)**, insulin signaling pathway **(F)**, FoxO signaling pathway **(G)** and HIF-1 signaling pathway **(H)**)-regulated genes from the RNA-seq dataset. Only genes with *p* < 0.05 are displayed.

The above results showed that adipocyte-specific UCP1 KI in pig induces considerable alterations in the composition of lipid species in skeletal muscle, especially the contents of GLs and AcCas. Therefore, we analyzed several lipid biosynthesis pathways, including glycerolipid metabolism (*PLPP2*, *AKR1A1*, *AGK*), glycerophophoslipid metabolism (*PGS1*, *PLPP2*, *ETNPPL*) and sphingolipid metabolism (*CERS5*, *GBA*, *PLPP2*, *CERS3*), and produced heatmaps of differently expressed genes (Supplementary Figure S4E). 

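*ETNPPL* (ENSSSCG00000009144) was the gene of these pathways that passed both limits, at 0.493 ± 0.245 CPM (SD, n = 3) in UCP1 KI pigs and 3.94 ± 0.983 CPM (SD, n = 3) in WT pigs. It had counts of 15, 9 and 28 in UCP1 KI pigs and 179, 107 and 89 in WT pigs, well above the limit of the depth in each WT pig. Its log2 fold change of -2.99 (standard error 0.49) had an unadjusted p of 0.000336 from edgeR's quasi-likelihood test and an adjusted p of 0.280 over all genes tested with Benjamini-Hochberg adjustment, and lay between -3.41 and -2.69 with each pig left out. *AKR1A1*, *AGK*, *PGS1* and *CERS5* were higher in each UCP1 KI pig than in each WT pig, with log2 fold changes from 0.38 for *AGK* to 0.49 for *PGS1*. Their unadjusted p values from edgeR lay between 0.0608 for *PGS1* and 0.148 for *AGK*, and none of the 4 passed the limits. *AKR1A1* at 0.71 and *PGS1* at 0.76 passed them with library size only, and *PGS1* also did so without WT replicate 3, at 0.61. *CERS3* was counted 0, 0 and 2 times in UCP1 KI pigs and 6, 15 and 6 times in WT pigs. Against the mean of the WT pigs, this is at least 3.50-fold lower in UCP1 KI pigs. That mean was raised by WT replicate 2, at 0.548 CPM against 0.165 and 0.200 CPM in WT replicates 1 and 3.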

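Counts for *PLPP2* (ENSSSCG00000014004), a lipid phosphatase gene, were 4, 2 and 2 in UCP1 KI pigs and 10, 11 and 9 in WT pigs. These correspond to 0.0795 ± 0.0432 CPM (SD, n = 3) in UCP1 KI pigs and 0.326 ± 0.0668 CPM (SD, n = 3) in WT pigs. Every UCP1 KI pig was thus below every WT pig (two-sided exact permutation test, p = 0.1), although 2 of the UCP1 KI libraries were under the limit of 3 counts. *PLPP2* was left out by the filter on low counts. When all genes with any count were tested, its log2 fold change was -1.98, with an unadjusted p of 0.0790 from edgeR's quasi-likelihood test. DESeq2 on those genes gave -2.04 with an unadjusted p of 0.0698.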

Notably, the mRNA level of *PLPP2*, which functions in the glycerolipids-, glycerophophoslipid- and sphingolipid-metabolism pathways, was significantly induced by adipocyte-specific UCP1 overexpression (Supplementary Figure S4E). 

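*MCAT* (ENSSSCG00000000031), of fatty acid biosynthesis, was at 6.80 ± 0.524 CPM (SD, n = 3) in UCP1 KI pigs and 5.29 ± 0.508 CPM (SD, n = 3) in WT pigs, a log2 fold change of 0.36 (standard error 0.24). *FASN* (ENSSSCG00000029944), of the same pathway, was at 12.2 ± 1.52 CPM (SD, n = 3) and 11.3 ± 0.357 CPM (SD, n = 3), a log2 fold change of 0.11 (standard error 0.22). *ACADM* (ENSSSCG00000003776), of fatty acid degradation, was at 126 ± 6.18 CPM (SD, n = 3) and 94.8 ± 22.9 CPM (SD, n = 3), a log2 fold change of 0.41 (standard error 0.25). Unadjusted p values from edgeR's quasi-likelihood test were 0.177 for *MCAT*, 0.633 for *FASN* and 0.141 for *ACADM*, and 0 of these genes passed the limits. *MCAT* and *ACADM* were higher in every UCP1 KI pig than in every WT pig, and *FASN* overlapped. *ACADM* passed both limits with library size only, at 0.70. *ELOVL3* (ENSSSCG00000010577), of fatty acid elongation, was counted 6, 5 and 5 times in UCP1 KI pigs and 0 times in each WT pig, which is at least 1.60-fold higher in UCP1 KI pigs. It was left out by the filter, and among all genes with any count it had an unadjusted p of 0.0198 from edgeR and 0.0345 from DESeq2.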

Heatmaps of differently expressed genes involved in fatty acid biosynthesis, fatty acid elongation and fatty acid degradation showed that the mRNA levels of fatty acid metabolism related genes (*MCAT*, *FASN*, *ELOVL3* and *ACADM*) were markedly increased by adipocyte-specific UCP1 overexpression, suggesting that fatty acid metabolism in skeletal muscle was more active in UCP1 KI pigs than in WT pigs (Supplementary Figure S4F).

We next performed Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analyses (Kanehisa and Goto, 2000; Minoru et al., 2014) of the genes significantly induced by UCP1 KI and found significant enrichment of several major metabolic regulatory pathways (Figure 4D). Heatmaps showed significantly altered genes involved in the PI3K-Akt signaling pathway, insulin signaling pathway, HIF-1 signaling pathway and forkhead box O (FoxO) signaling pathway, which play critical roles in lipid metabolism (Figures 4E,F). 

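Of the 18 genes in the heatmap of the PI3K-Akt signaling pathway, 17 could be tested, 16 had a log2 fold change in the direction that the heatmap shows, and 11 passed both limits. All 7 genes of the insulin signaling heatmap had the direction shown and 1 passed, *PPP1R3D* at -1.38. For HIF-1 signaling all 6 genes had the direction shown and 4 passed, and for FoxO signaling all 4 did and 1 passed, *GADD45G* at 0.97. *COL1A1* (ENSSSCG00000036135), from the PI3K-Akt heatmap, was at 36.4 ± 7.27 CPM (SD, n = 3) in UCP1 KI pigs and 132 ± 42.0 CPM (SD, n = 3) in WT pigs. The decrease, a log2 fold change of -1.86 (standard error 0.31), had an unadjusted p of 0.000361 from edgeR's quasi-likelihood test. The most decreased gene of the PI3K-Akt heatmap was *FGF18*, at -3.57 (standard error 1.19), and *COL6A6* was at -2.12. *FGF18* had few counts, 6, 0 and 0 in UCP1 KI pigs and 30, 27 and 14 in WT pigs. The most increased gene of the PI3K-Akt and HIF-1 heatmaps was *TEK*, at 1.20. The number of genes past the limits fell to 7 for PI3K-Akt without UCP1 KI replicate 1 or WT replicate 2, and to 2 for HIF-1 without UCP1 KI replicate 1 or WT replicate 3. For FoxO it was 0 when any pig other than UCP1 KI replicate 3 was left out, and for insulin signaling it was 2 without WT replicate 3. Adjusted over the list alone, 8 genes of PI3K-Akt, 0 of insulin signaling, 3 of HIF-1 and 0 of FoxO had an adjusted p under 0.05, against 0 over all genes tested, where 11, 1, 4 and 1 had an unadjusted p under 0.05. The study chose these lists on the same pigs, so that the former counts are not independent evidence.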

Several genes (*ANGPT4*, *FLT4* and *VEGFC*) involved in PI3K-Akt signaling pathway and reportedly work together to receive epidermal growth factor signals and promote angiogenesis, were significantly decreased in the UCP1 KI pigs (Figure 4E). 

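*VEGFC* (ENSSSCG00000015770) was at 4.91 ± 1.52 CPM (SD, n = 3) in UCP1 KI pigs and 12.0 ± 2.78 CPM (SD, n = 3) in WT pigs. Its log2 fold change of -1.28 (standard error 0.33) had an unadjusted p of 0.00468 from edgeR's quasi-likelihood test, and it remained past both limits with each pig left out, between -1.52 and -1.08. *FLT4* (ENSSSCG00000014007) fell from 2.08 ± 0.828 CPM (SD, n = 3) in WT pigs to 0.924 ± 0.104 CPM (SD, n = 3) in UCP1 KI pigs, a log2 fold change of -1.16 (standard error 0.42). *ANGPT4* (ENSSSCG00000007198) had few counts, 9, 14 and 12 in UCP1 KI pigs and 22, 34 and 31 in WT pigs, and a log2 fold change of -1.51 (standard error 0.52). Unadjusted p values were 0.0267 for *FLT4* and 0.0202 for *ANGPT4*, and all 3 genes had an adjusted p of 0.583 from edgeR with Benjamini-Hochberg adjustment. None of the 3 genes overlapped between the groups. As the study chose them on the same pigs, the 10% of genes that chance gives is no fair comparison for them. *ANGPT4* lost its place past the limits without UCP1 KI replicate 1 (-1.42), UCP1 KI replicate 3 (-1.47), WT replicate 2 (-1.29) or WT replicate 3 (-1.45). *FLT4* did so without UCP1 KI replicate 1 (-1.07), 2 (-1.24) or 3 (-1.19) or WT replicate 2 (-0.79), and library size only placed both genes outside them, at -1.20 and -0.85.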

The *GCK*, which was upregulated in the KI pigs, is involved in insulin signaling pathway and reportedly plays roles in glucose metabolism and insulin secretion (Figure 4F). In addition, functional enrichment was found in the axon guidance, focal adhesion and chemokine signaling pathways, and significantly altered genes were evident in heatmaps (Supplementary Figures S4G–I). 

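Of the 9 genes in the axon guidance heatmap, 7 could be tested, all 7 had the direction shown and 5 passed both limits, the most increased being *RND1* at 2.05. The focal adhesion heatmap holds 10 genes, all with the direction shown, and 6 passed, the most decreased being *COL6A6* at -2.12. For chemokine signaling, 7 of the 8 genes could be tested, 6 had the direction shown and 1 passed, *NFKBIB*. *NFKBIB* (ENSSSCG00000026904) was at 54.4 ± 3.18 CPM (SD, n = 3) in UCP1 KI pigs and 32.7 ± 3.90 CPM (SD, n = 3) in WT pigs, a log2 fold change of 0.74 with an adjusted p of 0.583 from edgeR. Without WT replicate 2, the number of axon guidance genes past the limits was 2. Over all heatmaps of Figure 4 and Supplementary Figure S4 with pathway genes, which hold 49 genes, 41 could be tested, 40 had the direction shown and 21 passed both limits. This total was 13 without WT replicate 2 and 23 with library size only. No overlap between the groups was found for 34 of the 41 genes. Chance gives 10% for genes not chosen on these pigs, which is no fair comparison for this list. Adjusted over the list alone, 9 of the 41 genes had an adjusted p under 0.05, which is not independent evidence since the study chose the list on the same pigs, and 0 did over all genes tested, where 21 had an unadjusted p under 0.05.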

Some genes (*BAD*, *RAC1*, *STAT3*) that were significantly upregulated in the skeletal muscle tissues of UCP1 KI pigs are involved in multiple pathways and reportedly regulate cell growth and apoptosis in response to cytokines and growth factors (Figures 4E–H; Supplementary Figures S4G–I). These results indicated that ectopic UCP1 expression in iWAT induced a series of lipid metabolic regulatory pathways in skeletal muscle, suggesting a strong relationship between skeletal muscle and adipose tissue in lipid metabolism.

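*BAD* (ENSSSCG00000013033) was at 13.1 ± 0.938 CPM (SD, n = 3) in UCP1 KI pigs and 10.3 ± 1.69 CPM (SD, n = 3) in WT pigs, a log2 fold change of 0.34 (standard error 0.24). For *RAC1* (ENSSSCG00000035090) the values were 276 ± 35.5 CPM (SD, n = 3) and 209.7 ± 34.1 CPM (SD, n = 3), a log2 fold change of 0.39 (standard error 0.25). *STAT3* (ENSSSCG00000017403) was at 131 ± 47.0 CPM (SD, n = 3) and 99.7 ± 32.9 CPM (SD, n = 3), a log2 fold change of 0.40 (standard error 0.37). All 3 genes overlapped between the groups (two-sided exact permutation test, p = 0.2, 0.2 and 0.4). Unadjusted p values from edgeR's quasi-likelihood test were 0.188 for *BAD*, 0.155 for *RAC1* and 0.310 for *STAT3*. With library size only, where the 3 log2 fold changes were 0.62, 0.66 and 0.68, with each pig left out, and with DESeq2, 0 of the 3 genes passed both limits.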

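Over the whole text of the paper, 23 genes are stated to differ between UCP1 KI and WT muscle, of which 20 could be tested, while *PLPP2* and *ELOVL3* were left out by the filter and *BLOC1S3* had no identifier. All 20 had a log2 fold change in the stated direction, 12 passed both limits, and 12 had no overlap between the groups. Chance gives no overlap in 10% of genes not chosen on these pigs, which is no fair comparison for this list. The number past the limits was 4 without UCP1 KI replicate 3 or WT replicate 2, and 6 without UCP1 KI replicate 2 or WT replicate 1. Adjusted over the list alone, 4 of the 20 genes had an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment), which is not independent evidence, as the study chose the genes on these pigs, and 0 did over all genes tested, where 12 had an unadjusted p under 0.05. From the genes of its heatmaps and the pathways to which they belong, the paper concludes that UCP1 expressed ectopically in iWAT induced lipid metabolic regulatory pathways in skeletal muscle, and it proposes a strong relationship between muscle and adipose tissue in lipid metabolism.

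**Figure D4:**
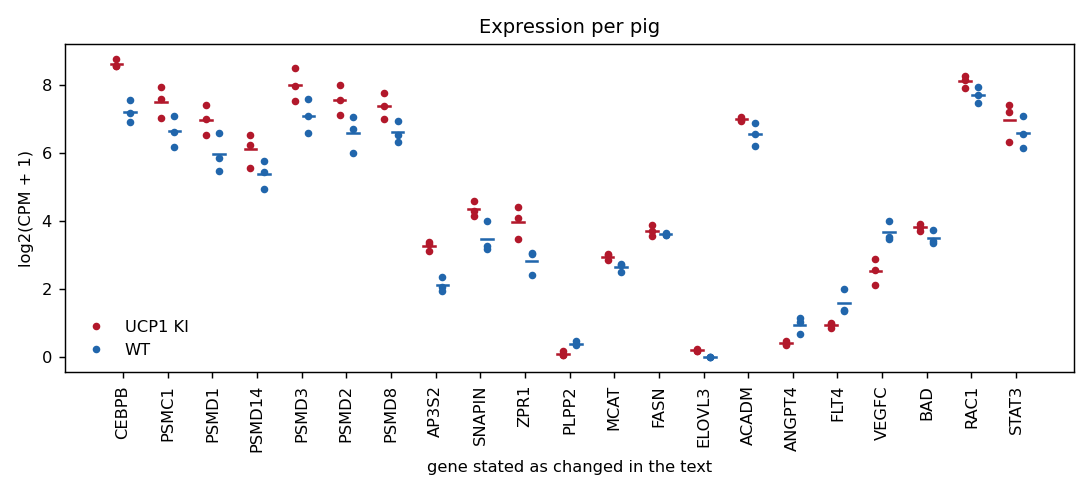
Expression of genes stated as changed in the text, as log2 of CPM plus 1, in each UCP1 KI pig (red points) and each WT pig (blue points), with a bar at the mean of each group. *PLPP2* and *ELOVL3* lie close to 0, at the limit of the depth, and *CEBPB* shows a gap between the groups.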

### Comparison of Genetic and Lipid Profiles in Adipose Tissue and Skeletal Muscle From Adipocyte-Specific Uncoupling Protein 1 Knock-in Pigs

We compared the significantly altered genes and lipids between adipose tissue (Pan et al., 2019) and skeletal muscle from UCP1 KI pigs. As shown in the Venn diagram of adipose tissue and skeletal muscle, 97 common DEGs were screened in these two tissues (Figure 5A), and the log2(fold change) values of these DEGs in adipose and skeletal muscle were illustrated in heatmaps (Supplementary Figure S5A). 

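Only the skeletal muscle side of this comparison was analysed here. Supplementary Figure S5A carries 96 gene labels, of which 91 were found by symbol and 85 could be tested in muscle. All 85 had the direction that the heatmap shows for muscle, and 68 passed both limits. DESeq2 on all genes with any count placed the 91 genes past the same limits. The groups did not overlap for 57 of the 85 genes. The list was chosen on these pigs, so the 10% that chance gives is no fair comparison for it. The most decreased was *AOC2* (ENSSSCG00000017384), with a log2 fold change of -4.24 (standard error 0.83) between 0.392 ± 0.289 CPM (SD, n = 3) in UCP1 KI pigs and 7.52 ± 4.94 CPM (SD, n = 3) in WT pigs. At the other end, *GNLY* (ENSSSCG00000008228) had a log2 fold change of 2.81 (standard error 1.02), with 24.4 ± 25.8 CPM (SD, n = 3) in UCP1 KI pigs and 3.48 ± 2.80 CPM (SD, n = 3) in WT pigs, a difference that did not exceed the spread between the UCP1 KI pigs. Without UCP1 KI replicate 2 or WT replicate 2, 30 of the genes passed the limits. Adjusted over the list alone, 6 of the 85 genes had an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment), which is not independent evidence because the list was chosen on these pigs, and 0 did over all genes tested, where 68 had an unadjusted p under 0.05.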

GO enrichment analysis of the common DEGs revealed pronounced enrichment in terms associated with neuronal generation, cell migration, neuronal differentiation and phosphatidylinositol 3-kinase signaling regulation (Figure 5B). In addition, Cnetplots were constructed to depict the linkages of the top five significant GO terms and genes associated with these terms in adipose tissue (Figure 5C) and skeletal muscle (Figure 5D). Most genes involved in cell migration were regulated in the same direction in adipose tissue and skeletal muscle. In contrast, most of the genes involved in neuronal generation, neuronal differentiation and phosphatidylinositol 3-kinase signaling regulation were regulated in opposite directions in these two tissues (Figures 5C,D), suggesting that these shared functional pathways might be consistently or differently regulated by adipocyte-specific UCP1 ectopic expression between adipose tissue and skeletal muscle. Thus, we then analyzed the intersection of upregulated and downregulated DEGs of adipose and skeletal muscle tissue and found that 71 DEGs had consistent trends (including 40 upregulated DEGs and 31 downregulated DEGs) between adipose tissues and skeletal muscle, whereas 26 DEGs had opposite trends between these tissues (including five muscle-upregulated/adipose-downregulated DEGs and 21 muscle-downregulated/adipose-upregulated DEGs) (Figure 5E). 

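In muscle, 35 of the 40 genes shown as higher in both tissues could be tested, with a median log2 fold change of 1.00, and 27 passed both limits. Of the 31 genes shown as lower in both tissues, 29 could be tested, with a median of -1.10, and 24 passed. The 5 genes shown as higher in muscle and lower in adipose tissue all passed, with a median of 1.11. Of 20 labels of genes shown as lower in muscle and higher in adipose tissue, 16 could be tested, with a median of -1.16, and 12 passed. In each of these categories, every gene tested had the muscle direction shown. Leaving out UCP1 KI replicate 2 lowered the number of genes past the limits to 11 for those higher in both tissues, and to 14 for those lower in both, the latter also without WT replicate 1 or WT replicate 2. The number was 4 without WT replicate 2 for genes lower in muscle and higher in adipose tissue, and 0 without UCP1 KI replicate 2 or WT replicate 2 for genes higher in muscle and lower in adipose tissue. With library size only, 8 of the genes lower in both tissues and 4 of those lower in muscle alone passed.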

KEGG functional enrichment analyses (Kanehisa and Goto, 2000; Minoru et al., 2014) based on the 71 shared DEGs with same trends revealed between the two types revealed enrichment in the pathways protein digestion and absorption, ECM-receptor interaction, and focal adhesion (Figure 5F). KEGG functional enrichment analyses (Kanehisa and Goto, 2000; Minoru et al., 2014) based on the 26 shared DEGs with opposite trends revealed enrichment in the pathways chemokine signaling and cytokine-cytokine receptor interaction (Figure 5G). These results supported the above hypothesis that neurons system function might contribute to the association between skeletal muscle and adipose tissue in the response to ectopic expression of UCP1 in iWAT. These results suggested that cytokine-mediated signaling might play unique roles in these two tissues in UCP1 KI pigs.

**FIGURE 5:**
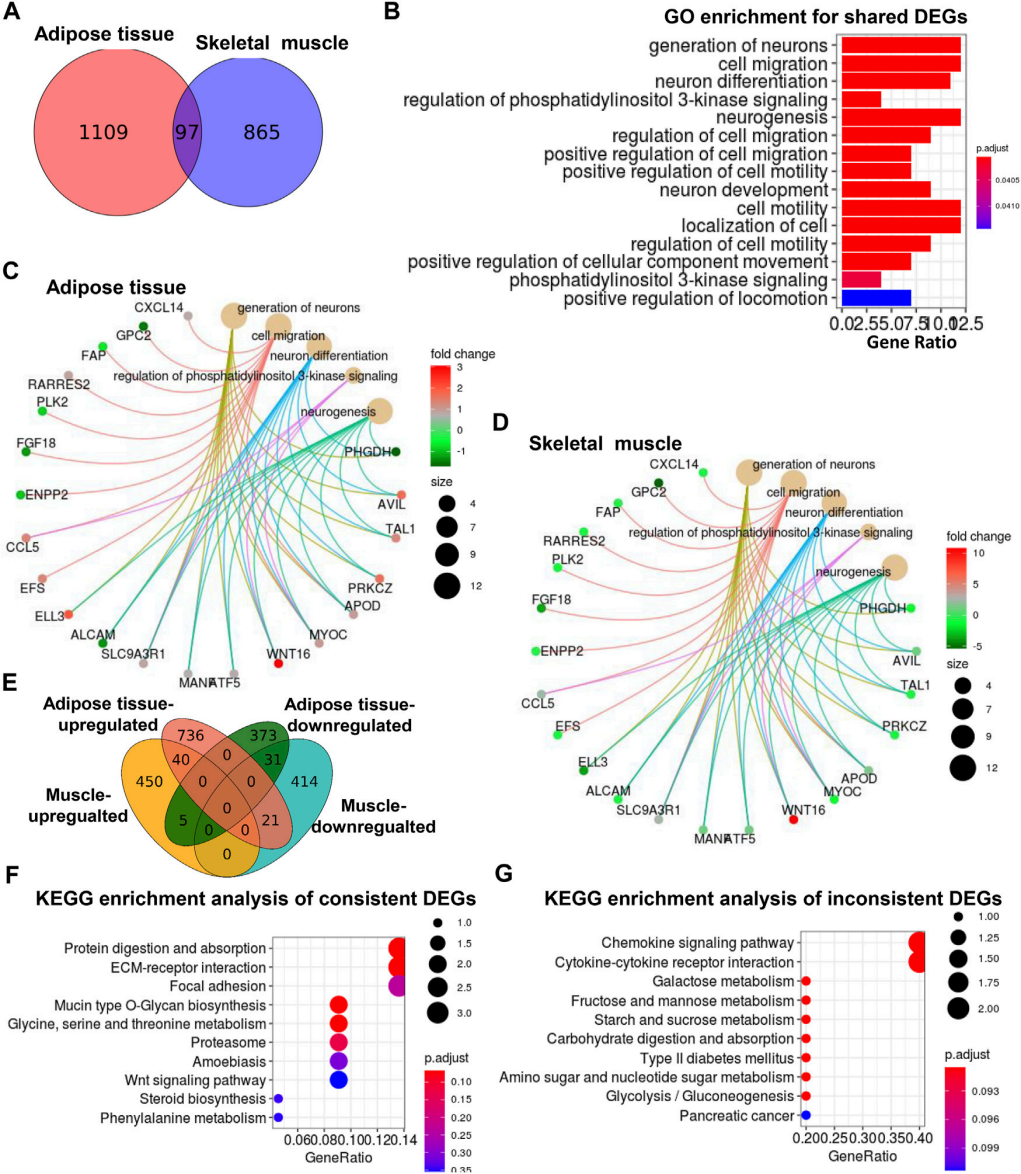
Comparison of significantly altered genes between adipose tissue and skeletal muscle from UCP1 KI pigs. **(A)** Venn diagram of the DEGs in adipose tissue and skeletal muscle between UCP1 KI pigs and WT pigs. **(B)** GO enrichment analysis of common DEGs was performed, and enriched terms were visualized by a bar plot. The bar color indicates significance and corresponding significance values displayed as log10 (*p*-value). The bar length indicates significantly changed gene counts involved in certain categories. **(C,D**) The Cnetplot depicts the linkages of the five most enriched GO terms and the genes involved in these terms as a network. The yellow dots indicate enriched GO terms and the size of each dot indicates gene counts involved in certain GO terms. These smaller dots indicate genes involved in these terms. The color of each smaller dot indicates log2(fold change) values genes in adipose **(C)** and skeletal muscle **(D)**, from UCP1 KI pigs versus controls. **(E)** Venn diagram of upregulated and downregulated DEGs in adipose and skeletal muscle between UCP1 KI pigs and WT pigs. **(F**,**G)** Functional enrichment analyses using KEGG pathways of shared consistent DEGs and inconsistent DEGs.

### Comparison of Lipid Biomarkers of Uncoupling Protein 1 Knock-in Pigs and Other Mammals

As lipids can function as signaling molecules, we compared the lipid profiles of adipose tissue and skeletal muscle from UCP1 KI pigs. The Venn diagram of skeletal muscle, iWAT and backfat showed seven significantly altered lipids that were shared between iWAT and skeletal muscle, two significantly altered lipids were shared between backfat and skeletal muscle, and four that were shared between backfat and iWAT (Figure 6A). A heatmap of the log2(fold change) values of these common significantly altered lipids in these three tissues was constructed (Supplementary Figure S5B). Some of these lipids (sphingomyelin (SM) (d42:1), PC (36:3p), CL (72:8), PC (32:2), SM (d38:1) and PE (38:4)) were increased in both skeletal muscle and adipose tissue (iWAT or backfat) f KI pigs relative to WT pigs (Figure 6B). In contrast, other lipids (SM (d34:1), PC (34:2) and DG (36:4)) had opposite trends between skeletal muscle and adipose tissue (iWAT or backfat) (Figure 6B). These shared lipids might function as signaling molecules between adipose tissue and skeletal muscle in UCP1 KI pigs.

**FIGURE 6:**
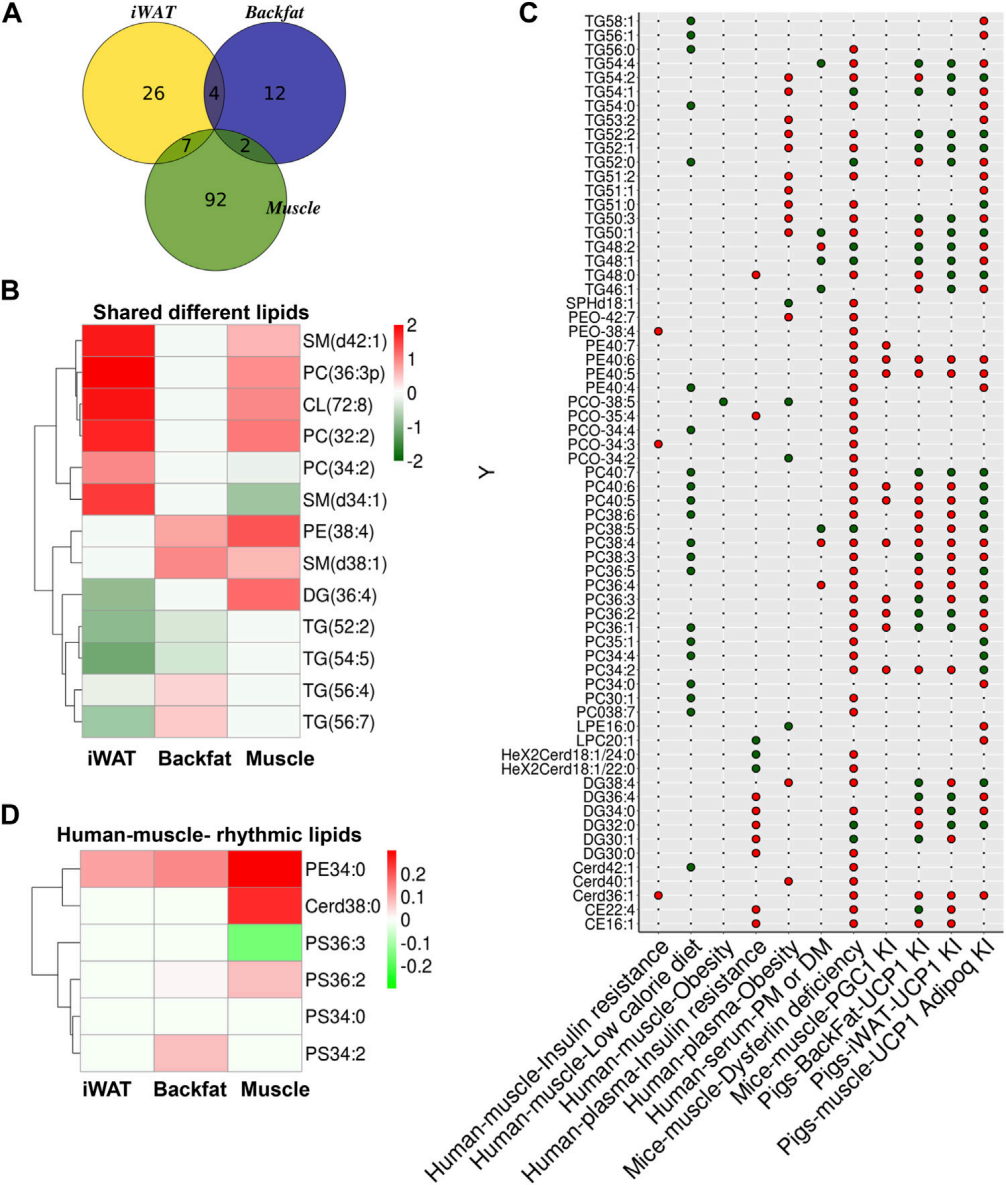
Comparison of lipid biomarkers from UCP1 KI pigs and other mammals. **(A)** Venn diagram of significantly altered lipids in iWAT, backfat and skeletal muscle between UCP1 KI pigs and WT pigs. **(B)** Heatmap of Log2(fold change) values of common significantly altered lipids of iWAT, backfat and skeletal muscle from UCP1 KI pigs. Red indicates high (2) Log2(fold change) values and blue indicates low (−2) Log2(foldchange) value. **(C)** The colors of the circles indicate trends of skeletal muscle and plasma lipid features from several published sources (insulin resistance in human muscle (Tonks et al., 2016), low calorie diet in human muscle (Nylén et al., 2019), obesity in human muscle (Tonks et al., 2016), insulin resistance in human plasma(Tonks et al., 2016), obesity in human plasma (Tonks et al., 2016), polymyositis and dermatomyositis (PM/DM) in human serum (Raouf et al., 2018), dysferlin deficiency in mice muscle (Haynes et al., 2019), and PGC1α KI in mice muscle (Senoo et al., 2015) and of iWAT, backfat and skeletal muscle from UCP1 KI pigs. Red indicates lipid features that showed increased trends in tissues from UCP1 KI pigs, and green indicates those with decreased trends. Black dots denote lipid features that were undetected in the lipidomics results of tissues from UCP1 KI pigs. **(D)** Heatmap of Log2(foldchange) values of lipids between human skeletal muscle and iWAT, backfat and skeletal muscle from UCP1 KI pigs. Red indicates high (0.3) Log2(fold change) value and blue indicates low (−0.3) Log2(fold change) values.

Our previous studies reported that UCP1-KI pigs displayed improved thermoregulation upon cold exposure, greatly decreased fat deposition due to elevated lipolysis in iWAT (Zheng et al., 2017) and enhanced mitochondrial function in adipose tissue (Pan et al., 2019). In light of these findings, we wondered whether UCP1 KI pigs could be utilized to explore the regulatory mechanism of lipid metabolism in insulin resistance and obesity in humans. Thus, we compared the lipid profiles of these three tissues from UCP1 KI pigs with published data from several other sources, including lipidomic signatures of insulin resistance in human muscle (Tonks et al., 2016), low caloric diet in human muscle (Nylén et al., 2019), obesity in human muscle (Tonks et al., 2016), insulin resistance in human plasma (Tonks et al., 2016), obesity in human plasma (Tonks et al., 2016), polymyositis and dermatomyositis (PM/DM) in human serum (Raouf et al., 2018), dysferlin deficiency in mice muscle (Haynes et al., 2019), and PGC1α KI in mice muscle (Senoo et al., 2015; Figure 6C).

We found that some TGs (TG54:2, TG52:2, TG52:1, TG51:0, TG50:3, TG50:1) that which were increased by obesity in human plasma and by dysferlin-deficiency in mice skeletal muscle were decreased in iWAT, backfat or skeletal muscle from UCP1 KI pigs, suggesting that the increase of TGs by obesity or dysferlinopathy might be reversed by UCP1 ectopic expression (Figure 6C). Some TGs (TG58:1, TG56:1, TG54:0, TG52:0) showed inverse trends between human muscle associated with a low-calorie diet and skeletal muscle from UCP1 KI pigs, suggesting that the mechanism of lipid metabolism alteration might differ between these two tissues (Figure 6C). The lipid biomarkers of insulin resistance in human muscle or plasma (TG48:0, PEO-38:4, PE40:7, PCO-35:4, PCO34:3, DG34:0, DG30:0, Cerd36:1, CE22:4, CE16:1) were increased in the skeletal muscle of dysferlin-deficient mice, and some of these lipids (TG48:0, DG34:0, CE22:4) showed inverse patterns in adipose or skeletal muscle from UCP1 KI pigs, suggesting that insulin resistance might be strongly correlated with dysferlinopathy and that UCP1 ectopic expression might have a potential effect on protecting against the lipid dysfunction induced by insulin resistance or dysferlinopathy (Figure 6C). Some phospholipids (PE40:6, PE40:5, PC38:4, PC36:2, PC36:1) altered by overexpression of PGC-1α in skeletal muscle showed the same trends in skeletal muscle from UCP1 KI pigs, while other (PC40:6, PC40:5, PC36:3, PC34:2) showed opposite trends between PGC-1α-overexpressed skeletal muscle and skeletal muscle from UCP1 KI pigs (Figure 6C). We also found differences between human skeletal muscle and skeletal muscle from UCP1 KI pigs (Figure 6D). Some lipids (PE34:0, Cerd38:0, PS36:2, PS34:2) were increased in adipose or skeletal muscle from UCP1 KI pigs, while PS36:3 was decreased in skeletal muscle from UCP1 KI pigs (Figure 6D). These results show that adipose tissue and skeletal muscle from UCP1 KI pigs shared some lipid features. Furthermore, they indicate that UCP1 KI pigs might be serve as a potential model for lipid metabolism-based explorations of the regulatory mechanisms of some metabolic disorders and myopathy in humans, especially insulin resistance and dysferlinopathy.

## Discussion

In this study, we utilized LC-MS/MS -based lipidomics and RNA-seq to extend our understanding of alterations of lipid metabolism and the associated pathways in skeletal muscle from UCP1 KI pigs. Our results showed that UCP1 KI induced significant changes in the contents of specific lipids, the overall composition of lipid classes, and the length of acyl chains associated with GLs and sphingolipids in skeletal muscle. UCP1 KI induced many DEGs enriched in several major metabolic regulatory pathways. Our results revealed that UCP1 KI induced lipid dynamics and gene programs in skeletal muscle and provided lipidomic and transcriptional signatures of skeletal muscle from UCP1 KI pigs.

Using untargeted lipidomics, we found that several lipid classes in skeletal muscle, including PGs, LPGs, LPCs, CLs, AcCas, and SQDGs, are remodeled selectively by UCP1 KI. In our previous study, we found that compared to that from WT pigs, iWAT from UCP1 KI pigs displayed significantly decreased levels of TGs, increased levels of total sphingolipids and markedly increased levels of two CL species (Pan et al., 2019). The distinct lipidomic profiles of adipose and skeletal muscle indicated that lipid metabolism in these two tissues was regulated in a tissue-specific manner by adipose-specific UCP1 KI. This finding is consistent with the different composition and functions of adipose tissue and skeletal muscle. Nevertheless, the total content of mitochondrial-specific lipid species, CLs, displayed similar increased trend in adipose tissue (*p* = 0.064) and skeletal muscle (*p* = 0.05). In particular, the contents of CL72:8 (18:2) and CL74:9 (18:2) in adipose tissue and those of CL (18:2/18:2/18:2/18:2) in skeletal muscle were markedly increased by adipocyte-specific UCP1 KI. CLs contribute to mitochondrial membrane stability and dynamics and are required for numerous mitochondrial activities, especially those related to oxidative phosphorylation and coupled respiration (Paradies et al., 2010; Unsay et al., 2013). In brown and beige fat, CLs bind directly to UCP1, increasing its stability in the mitochondrial membrane (Lee et al., 2015), and they play essential roles in systemic energy homeostasis (Sustarsic et al., 2018). Thus, the activation of CL biosynthesis and mitochondrial function in both adipose and skeletal muscle might account for the improved thermogenesis upon cold exposure in UCP1 KI pigs (Pan et al., 2019; Zheng et al., 2017). However, pigs do not have classical BAT and the reconstruction of UCP1 is done in adipocytes that are more likely similar to white adipocytes with minimal number of mitochondria. Ectopic expression of UCP1 protein by the KI procedure may not have physiological milieu to perform the conventional function of proton-gradient-dissipation inside mitochondrial inner membrane in this unnatural condition. Hence, the specific localization of the overexpressed UCP1 inside white adipocytes of pigs needs to be further explored. Furthermore, we found that the total content of PGs that are used to synthesize CL was significantly increased in skeletal muscle from UCP1 KI pigs. Cold exposure-induced lipid signature of PGs in serum/plasma samples might be associated with the activated phosphatidylglycerol/CL metabolism in both BAT and WAT (Lynes et al., 2018). Although, the circulating lipid profiles of UCP1 KI pigs remain unexplored, our previous study revealed significantly decreased TGs and increased FFAs in the serum of UCP1 KI pigs relative to the serum contents in WT pigs (Zheng et al., 2017). Indeed, lipids released by adipose, such as FFAs and CLs, can act as messenger molecules that affect the metabolism and function of skeletal muscle (Ren et al., 2014; Tomas et al., 2004; Zhou et al., 2007). Therefore, we hypothesized that the coordinately increased CL lipid species in the adipose tissue and skeletal muscle of UCP1 KI pigs might interact with each other to remodel the circulating lipid profile. Cytokines might also transmit signals between adipose and skeletal muscle, as suggested by the enrichment in the KEGG pathways chemokine signaling pathway and cytokine-cytokine receptor interaction of shared DEGs observed between adipose tissue and skeletal muscle from UCP1 KI pigs.

Previous research showed that compared with WT pigs, UCP1 KI pigs displayed a significant increase of circulating FFAs (Zheng et al., 2017). Such an increased, might regulate insulin resistance in human skeletal muscle through the inhibition of glucose transport activity, a consequence of decreased IRS-1-associated PI3-kinase activity (Dresner et al., 1999). We found that the lipid class with the most species upregulated by adipose-specific UCP1 ectopic expression in skeletal muscle was AcCas. Mitochondrial overload and incomplete muscle fatty acid β-oxidation induced by metabolic situations of high FFA availability results in AcCas accumulation (Koves et al., 2008; Gavin et al., 2018), which might interfere with oxidative stress and insulin resistance (Schooneman et al., 2013; Aguer et al., 2015). We also found that the skeletal muscle content of diglyceride (DG) (36:4) and ceramide (Cer) (d18:2/20:0) were significantly increased in UCP1 KI pigs, while the total contents of DGs and Cers in skeletal muscle did not differ between UCP1 KI and WT pigs. The relationships of DGs and Cers with insulin resistance are debated (Dube et al., 2011; Devries et al., 2013; Sogaard et al., 2016), the roles of individual lipids require elucidation. The RNA-seq results revealed enrichment in the KEGG pathway insulin signaling pathway and several oxidative stress related pathways, including the PI3K-Akt signaling pathway, HIF-1 signaling pathway and FoxO signaling pathway. The network of these regulatory pathways reportedly plays key roles in cell progress and glucose metabolism and critical energy functions in skeletal muscle (Cazarolli et al., 2013; Schiaffino et al., 2013; Görgens et al., 2017; Timmer et al., 2018). However, investigations of insulin resistance, glucose transport rate, glucose phosphorylation activity, and other processes are required to confirm the insulin-resistance and glucose-metabolism alterations in skeletal muscle and explore the mechanism by which UCP1 KI induce lipid alterations and metabolic dysfunction.

Numerous studies have demonstrated the recruiting and functions of human brown fat by applying cold exposure treatment to the adult body. Cold acclimation has been advised as an acceptable and low-cost method to increase energy expenditure and counteract the current obesity epidemic (van der Lans et al., 2013). BAT mitochondrial UCP1 and skeletal muscle thermogenesis provides the primary mechanism for temperature homeostasis to defend body temperature at cold temperatures. Based on our current results, we found that UCP1 KI induces changes in skeletal muscle metabolism. Hence, cold acclimation of UCP1-KI pigs may bring greater alterations in the skeletal muscle, the regulatory network and metabolic changes need to be further explored. To explore the potential of adipose-specific UCP1 KI pigs as models of human metabolic diseases, we compared the lipid profiles of three tissues from UCP1 KI pigs with several other published studies of metabolic disorders and muscle disease (Senoo et al., 2015; Tonks et al., 2016; Raouf et al., 2018; Haynes et al., 2019; Nylén et al., 2019). We found that the lipid biomarkers in UCP1 KI pigs had the highest correlations with lipid biomarkers in human insulin resistance and mice dysferlinopathy. Peroxisome proliferator-activated receptor gamma coactivator 1α (PGC-1α) is central to mitochondrial biogenesis and functioning (Yeo et al., 2019), and significantly increased contents of GLs were observed in both PGC-1α-overexpressed skeletal muscle and skeletal muscle from adipocyte-specific UCP1-KI pigs. Furthermore, the correlations of lipid biomarkers in skeletal muscle between skeletal muscle-specific PGC1a KI mice and adipocyte-specific UCP1 KI pigs suggested that the lipid metabolism alterations in skeletal muscle from UCP1 KI pigs might be regulated by factors other than mitochondrial influence, such as adipokines. Future studies are needed to determine the regulation mechanism in this model.

In addition to the interplay skeletal muscle and adipose tissue, the adipocyte communicates with other organs to adjust energy balance and maintain metabolic homeostasis through fatty acids and adipokines (Stern et al., 2016). Indeed, adipocyte-derived secretory factors have been reported to play a role in maintaining glucose, lipid, and energy homeostasis. In our study, UCP1 KI induces a variety of positive and negative changes in muscle metabolism. However, whether these changes are mediated by UCP1 KI adipocytes-derived adipokines and growth factors remains to be further explored. Furthermore, KI-induced alteration of other tissues may also be there too due to the crosstalk with other organs, like brain, liver and pancreas. It will be a very meaningful and promising work to explore the changes in adipokines and fatty acids caused by adipocyte-specific UCP1 KI.

## Conclusion

In conclusion, our lipidomics data revealed alterations in the lipid profile in skeletal muscle induced by exogenous UCP1 expression in adipocytes, which reflect the changes in fatty acid contents and composition of meat from adipocyte-specific UCP1 KI pigs. The use of adipocyte-specific UCP1 KI pig generated using CRISPR/Cas9-mediated site-specific integration provides a transgenic strategy to improve fat traits in pigs. Furthermore, UCP1 KI pigs represent a model for understanding metabolic disorders and for discovering, validating and optimizing novel therapeutics.

## Data Availability

The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE189334.

# Supplementary material for: UCP1 Knockin Induces Lipid Dynamics and Transcriptional Programs in the Skeletal Muscles of Pigs
**Source:** Front Cell Dev Biol. 2022 Jan 12;9:808095. doi: 10.3389/fcell.2021.808095

**Supplementary Figure 1.** **Multivariate data analysis of LC-MS lipidomics data from skeletal muscle samples from WT and UCP1 KI pigs.** (**A**) Quantified lipid classes and their abbreviations used throughout the paper. (**B**) Unsupervised PCA score plot. (**C**, **D**) Supervised PLS-DA and OPLS-DA models. Blue and green symbols represent skeletal muscle samples from WT and UCP1 KI pigs, respectively.

**
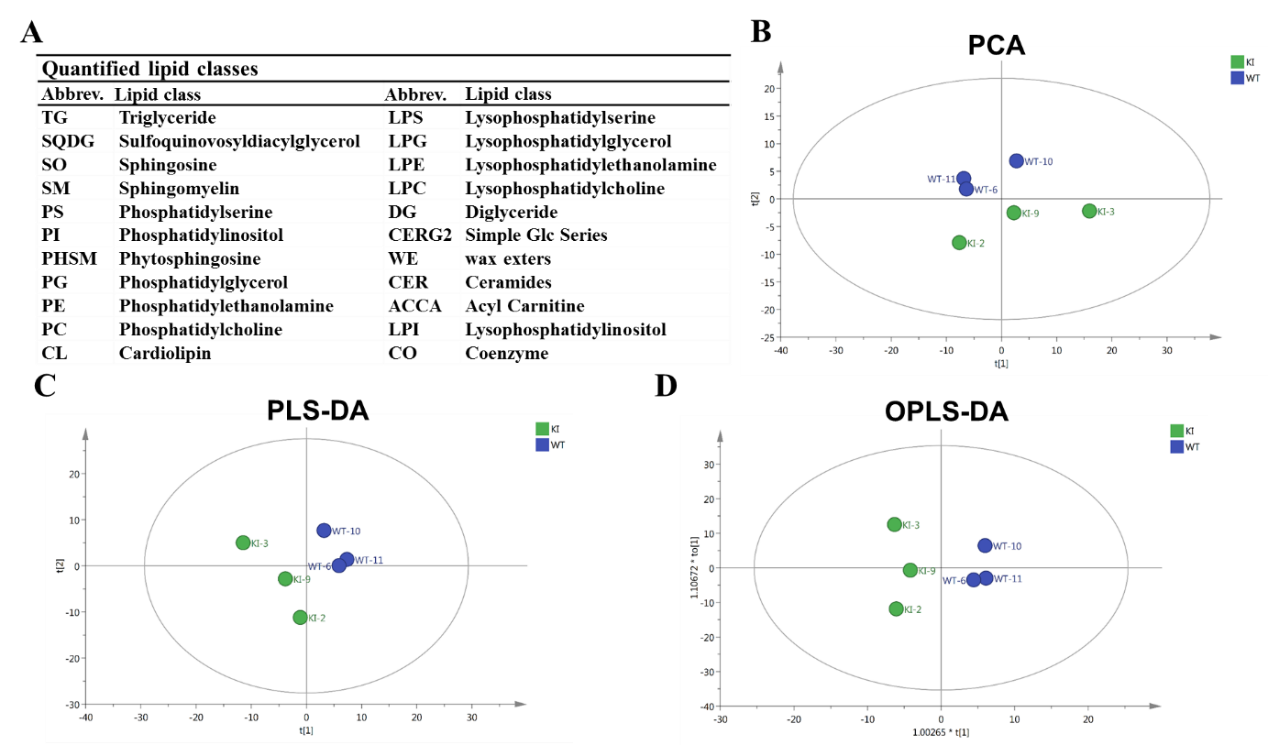
**

**Supplementary Figure 2. Correlations of lipid features.** The correlation matrix of these 72 significantly changed lipid species, with P-values <0.05 and VIP>1, was calculated by the function rcorr() of the R package Hmisc and the visualized correlogram was plotted using the function corrplot() of the R package corrplot. The dotted color indicates the correlation coefficient; blue indicates a positive correlation (1) and red indicates a negative correlation (-1).

**
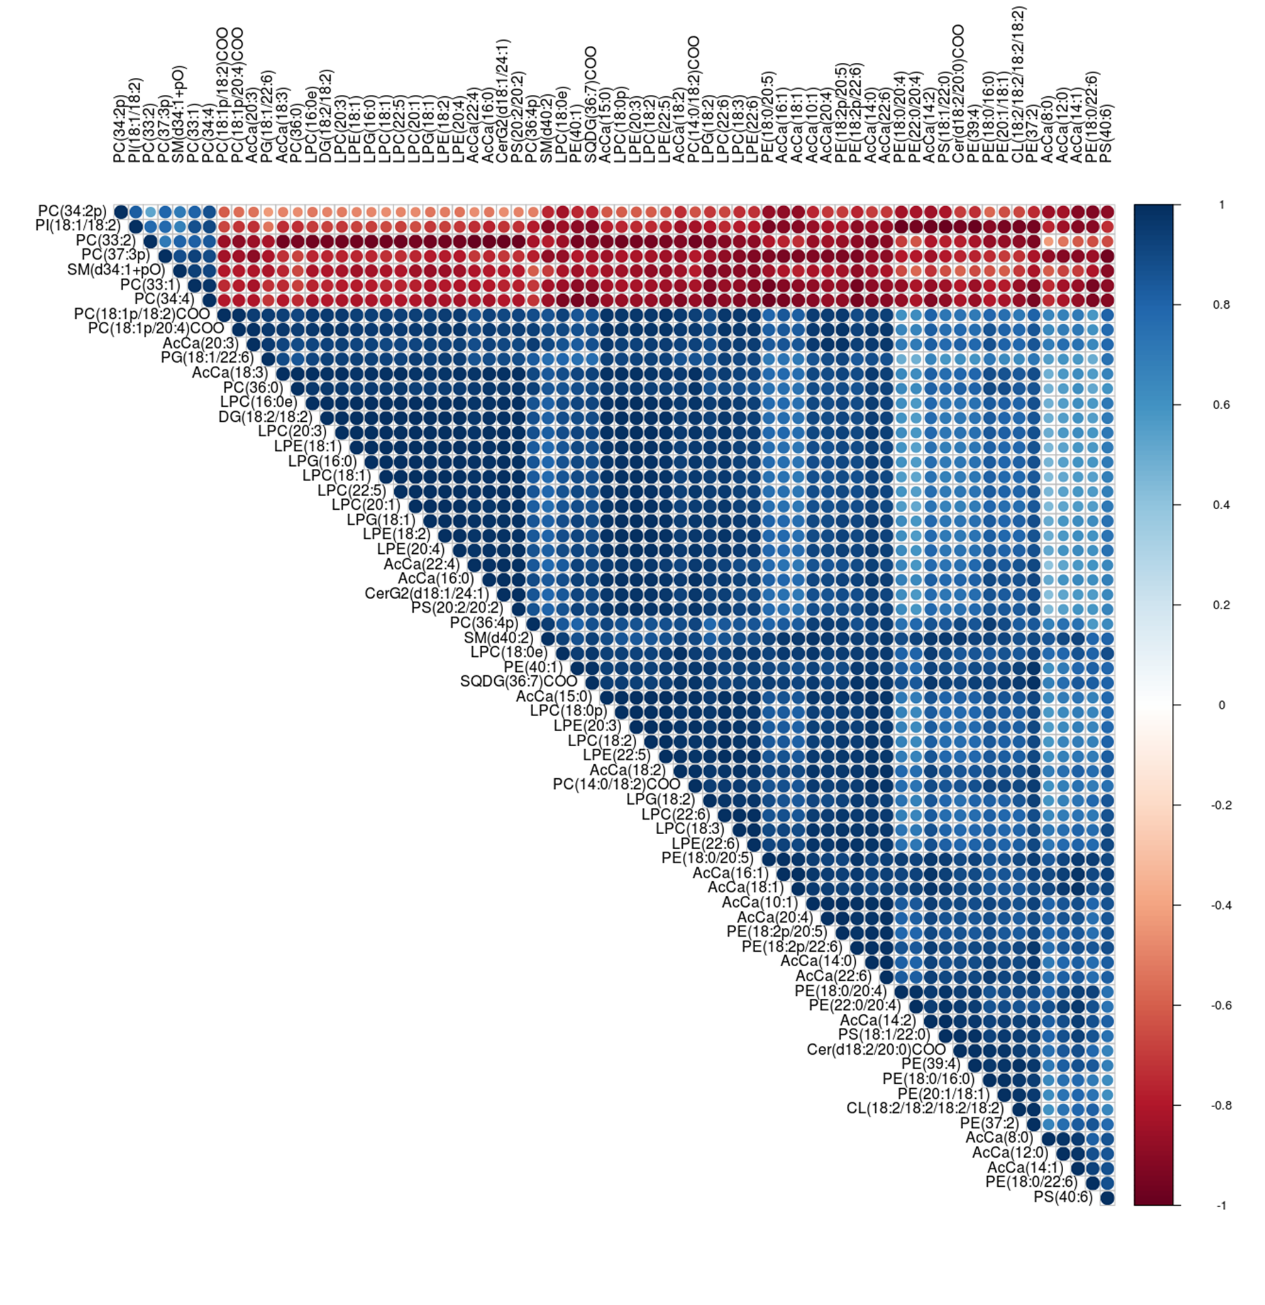
**

**Supplementary Figure 3. UCP1 KI did not change the composition of fatty acyl chains associated with TGs in skeletal muscle.** (**A-D**) The total lipid ion intensity of individual fatty acyl chains associated with TGs sorted by degree of intensity. (**E**) The total percentages of SFA chains, MUFA chains and PUFA chains associated with TGs. SAF, saturated fatty acyls; MUFA, monounsaturated fatty acyls; PUFA, polyunsaturated fatty acyls containing two or three to six double bonds; ODD, odd-numbered fatty acyls. Data are presented as means ± SEM (n = 3). * P < 0.05, *** P < 0.001. (**F, G**) The TG pattern in UCP1 KI cases versus that in controls. Each dot or triangle represents a distinct TG, organized along the x-axis based on the total acyl chain carbon number (**F**) or double bond content (**G**). The size of each dot or triangle is proportional to the significance values, which are displayed as -log10 (P-value).

**
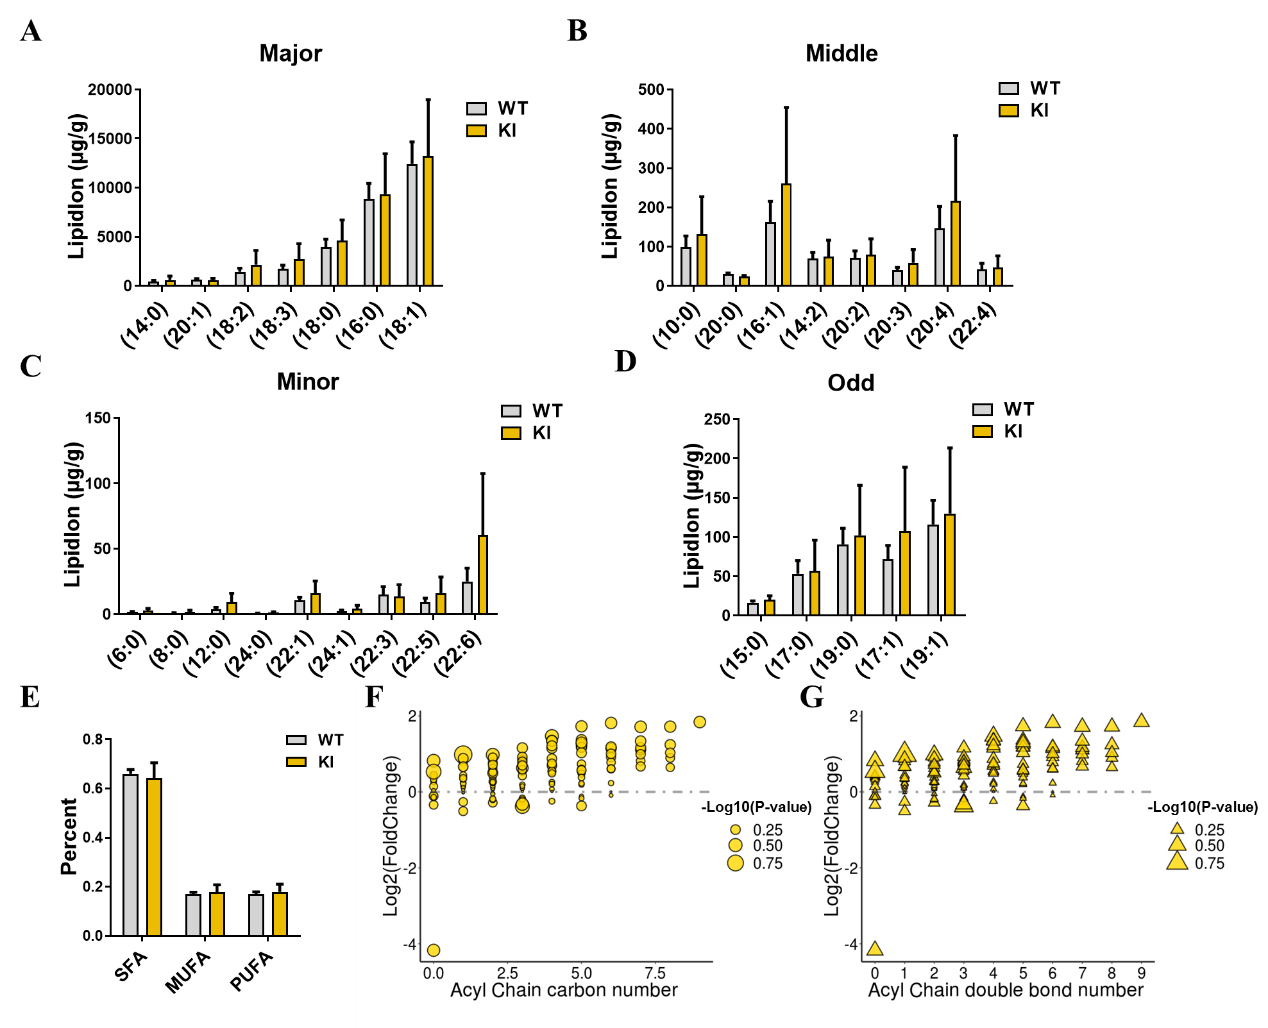
**

**Supplementary Figure 4. Expression of mitochondrial function genes, FoxO family genes and fatty acid metabolism-related genes in skeletal muscle from UCP1 KI pigs.** (**A**) TPM expression values of UCP2 and UCP3 in skeletal muscle from the two cases were shown to estimate relative gene expression abundance. (**B, C**) TPM expression values of adipogenesis (**B**) and thermogenesis (**c**) related genes in skeletal muscle from the two cases are shown. (**D**) TPM expression values of mitochondrial function-related genes in skeletal muscle from the two cases are shown. Data are presented as means ± SEM (n = 3). * P < 0.05, *** P < 0.001. (**E**) Heatmap of the transcripts per million (TPM) expression values of selected glycerolipid, GL and sphingolipid metabolism-regulated genes from the RNA-seq dataset. Only genes with P < 0.05 are displayed. (**F**) Heatmap of TPM expression values of selected fatty acid biosynthesis-, fatty acid elongation- and fatty acid degradation-related genes from the RNA-seq dataset. Only genes with P < 0.05 are displayed. (**G-I**) Heatmap of TPM expression values of other enriched pathways (including axon guidance, focal adhesion, and chemokine signaling pathway)-regulated genes from the RNA-seq dataset. Only genes with P < 0.05 are displayed.

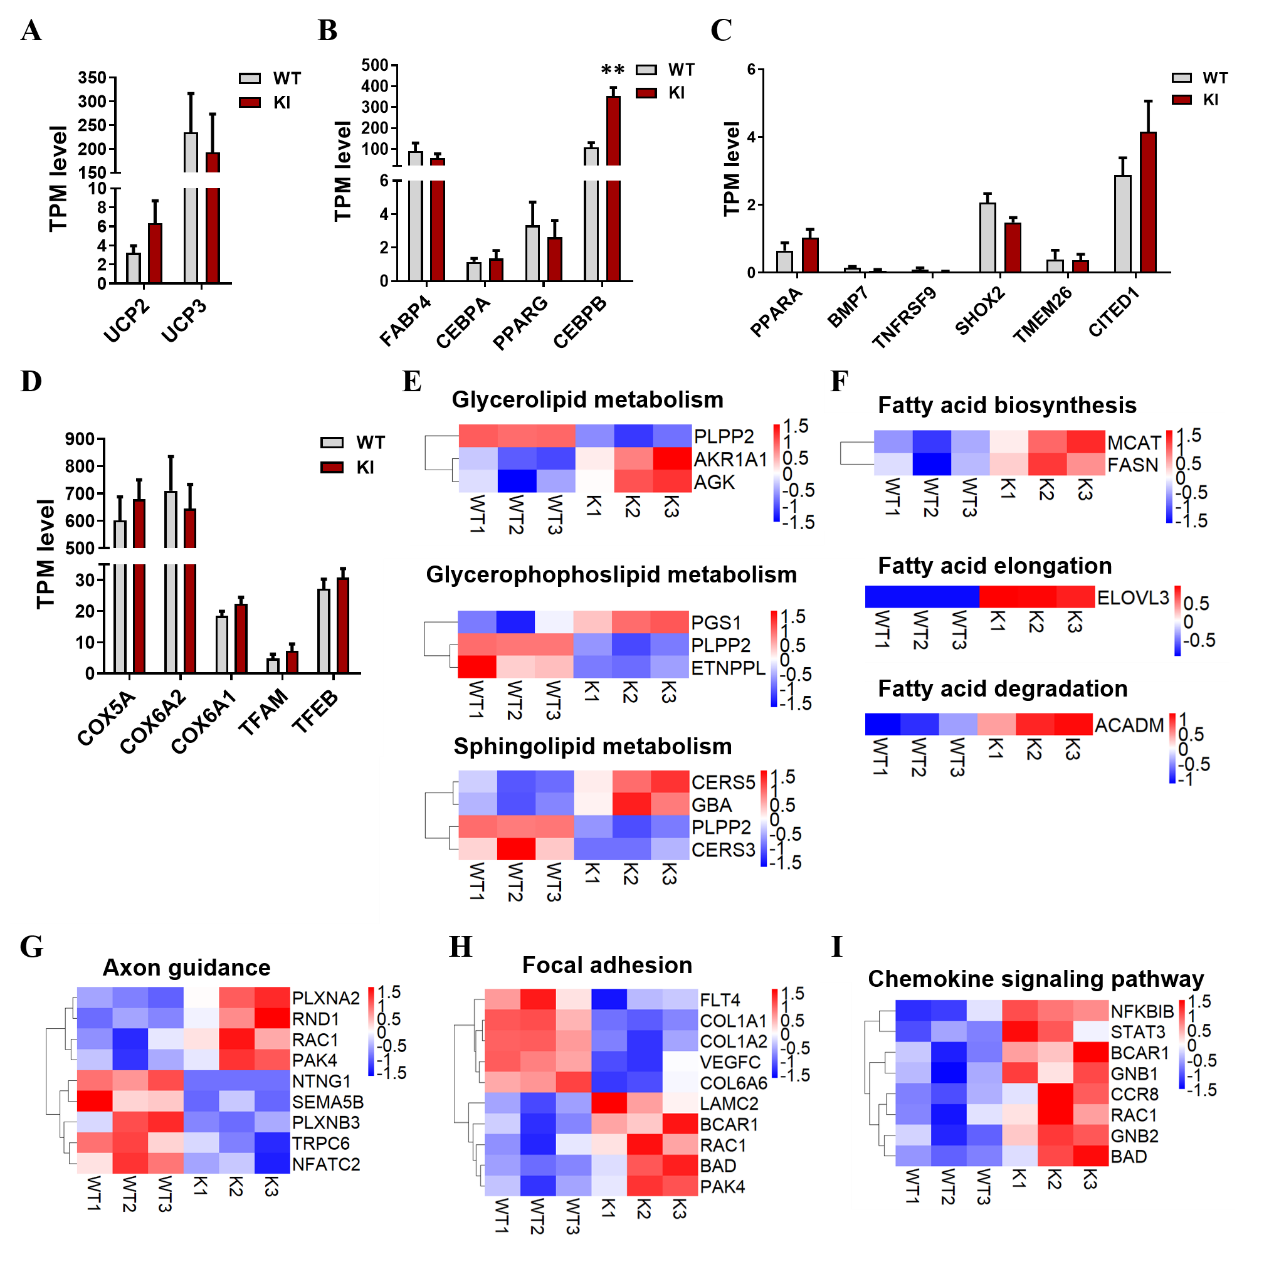

**Supplementary Figure 5. Comparison of significantly altered genes and lipids between adipose tissue and skeletal muscle from UCP1 KI pigs.** (**A**) Heatmap of log2(fold change) values of common DEGs of adipose tissue and skeletal muscle from UCP1 KI pigs. Red indicates a high (6) log2(fold change) value, and blue indicates a low (-6) log2(fold change) value. (**B**) Heatmap of log2(fold change) values of all significantly altered lipids of adipose tissue and skeletal muscle from UCP1 KI pigs. Red indicates a high (4) log2(fold change) value, and blue indicates a low (-4) log2(fold change) value.

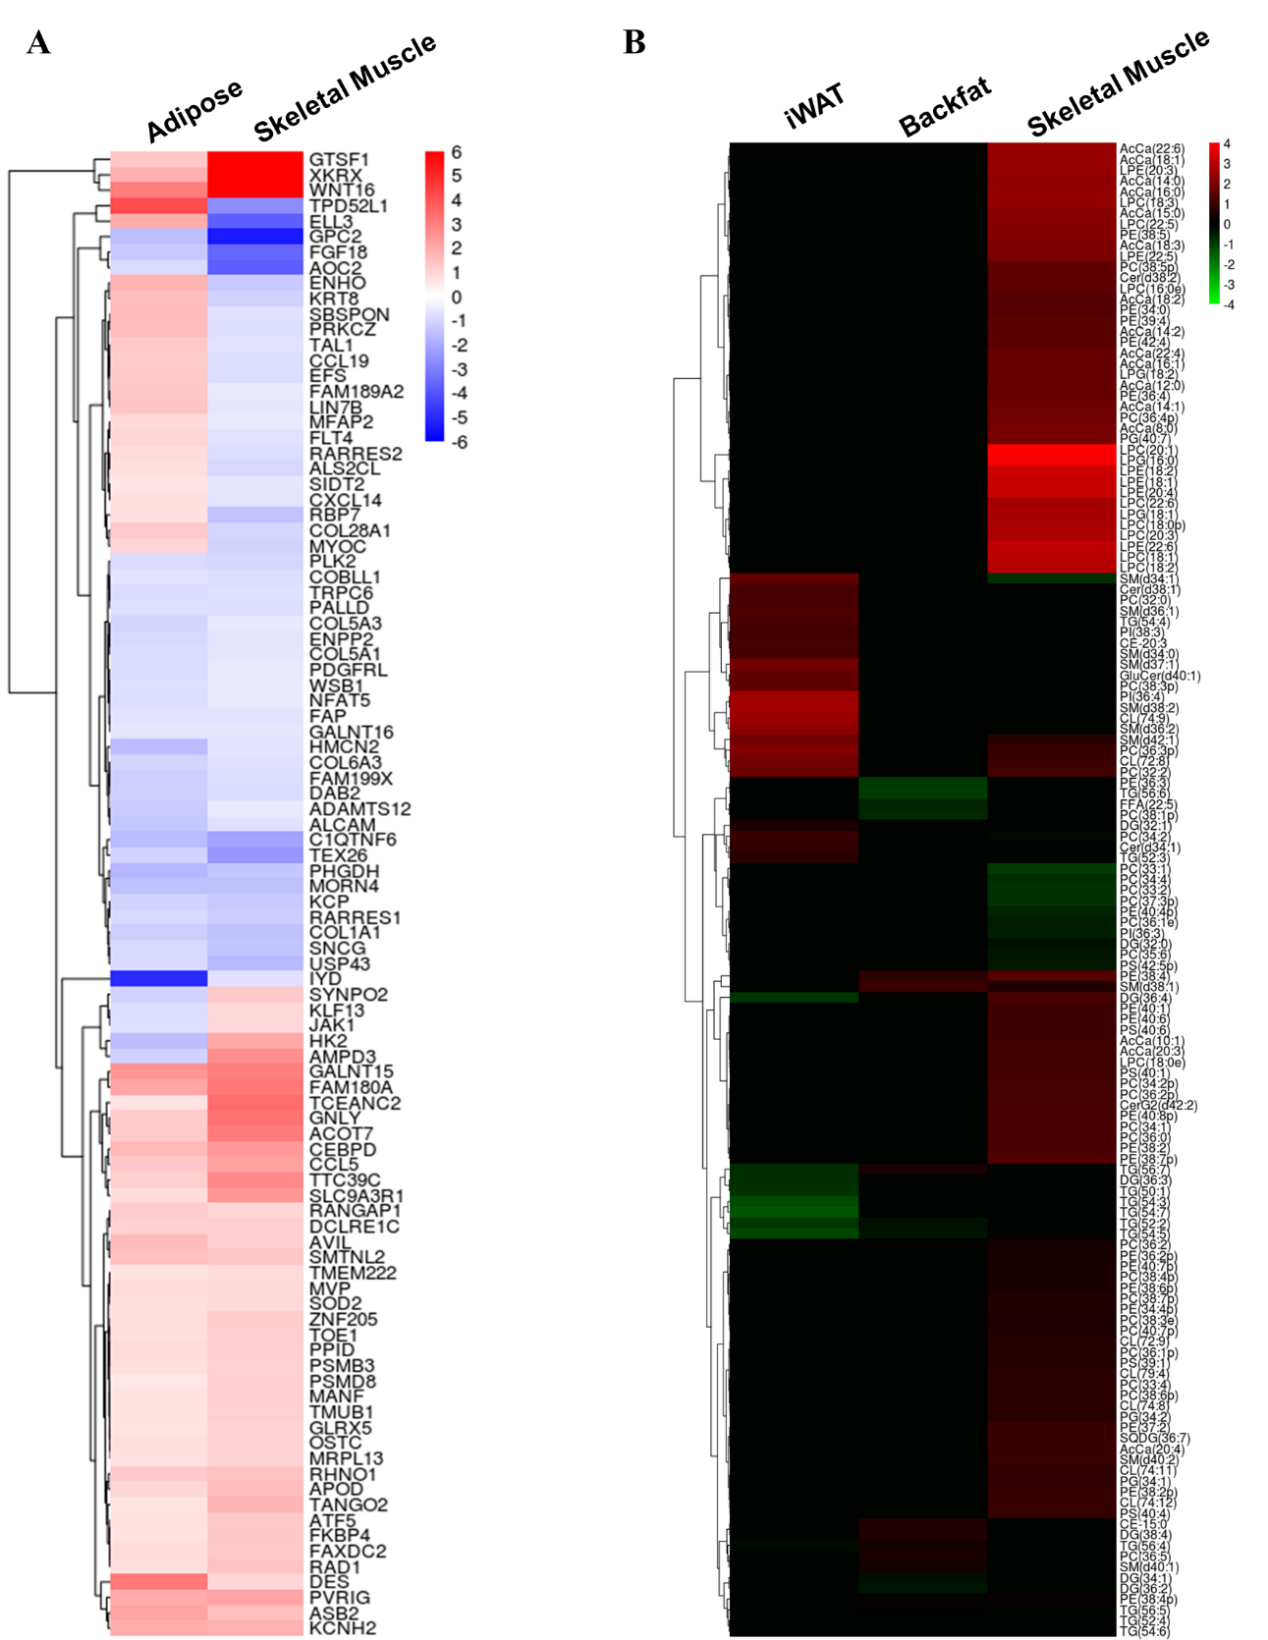

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

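RNA-seq of longissimus dorsi muscle was analysed for 3 UCP1 KI pigs and 3 WT pigs aged 6 months, with 1 library per pig. The adipose transcriptome and the lipid measurements of the paper were not analysed here.

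The authors extracted RNA with TRIzol, prepared mRNA libraries and sequenced paired ends on an Illumina HiSeq instrument. They checked the reads with FastQC 0.11.2, trimmed them with Trimmomatic 0.36, mapped them with HISAT2 2.0 at default settings and computed expression with StringTie 1.3.3b. They tested gene counts with DESeq2 1.12.4 in R 3.5.1. The authors deposited raw counts of reads per gene, with no normalization, for 30476 Ensembl pig genes in 1 column per pig, and 0 columns were left unused. All values are whole numbers, and the columns sum to totals between 30220951 and 35066624. The paper's text does not name the genome build, the annotation release, the program that counted the reads, the sex of the pigs, whether they were littermates, or whether its p values were adjusted for the number of genes.

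Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings and the condition as the group, libraries were scaled with TMM factors, and a negative binomial model with condition as the only term was fitted and tested, two-sided, with the quasi-likelihood F test. The common dispersion was 0.178. A gene was called at an unadjusted p under 0.05 and an absolute log2 fold change above 0.5, the limits that the paper gives without saying whether its p was adjusted, and Benjamini-Hochberg adjusted p values over all genes tested were computed beside this. The standard error of a log2 fold change is its size divided by the square root of its F statistic. CPM values use the TMM-scaled library totals, with SD over the 3 pigs of a group. Exact permutation tests on log2(CPM + 1) enumerated all assignments of the 6 pigs and were two-sided. Where all pigs of a group had 3 counts or fewer, the fold was computed against 3 counts and is a lower bound.

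Gene symbols came from a table of Ensembl pig gene names, and neighbouring genes from an annotation of the assembly Sscrofa11.1, which was used for the order of genes alone. The 6673 expressed identifiers without a symbol held 10.0% of the counts and were kept in the tests. Of the genes that the paper names or shows, 9 had no identifier under their symbol, among them *UCP1*, *BLOC1S3*, *CCR8*, *TAL1*, *FAM189A2*, *C1QTNF6*, *TCEANC2* and *SLC9A3R1*. Individual genes were named by a rule that took every gene in the results text of the paper and, among genes with a symbol, an adjusted p under 0.05, an absolute log2 fold change above 0.5 and no overlap between the groups, the 5 higher and the 5 lower genes with the smallest p. The latter part of the rule added 0 genes, since 0 genes had such an adjusted p (1100 had an unadjusted p under 0.05). Genes that appear in figures alone were summarised, with the extreme ones named. Some genes that fall under this rule are not reported here.

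Gene sets were tested with camera of limma 3.58.1 at a correlation of 0.01, and with fry. Of 19 sets fixed by symbol, 18 could be tested, and the X inactivation set, *XIST*, could not. The sets were proteasome subunits, collagens, respiratory chain and ATP synthase genes, cytosolic and mitochondrial ribosomal proteins, slow and fast fibre genes, genes of adipocytes, leukocytes, red blood cells, fibroblasts, endothelial cells and Schwann cells, glucocorticoid response, immediate early, chaperone and inflammatory response genes, and Y-linked genes. GO and KEGG enrichment was not used here.

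The genes tested, the test, the gene sets, the naming rule and all alternatives but one were chosen before the data were examined. These alternatives were DESeq2 1.42.0 on the same genes and on all genes with any count, median-of-ratios factors, library size only, all genes with any count, genes with at least 10 counts in every pig, the replicate number as a block, each pig left out in turn, no fold change limit, genes with a symbol only, and the subunits and collagens that the paper does not name. An alternative added after the values were seen was limma on log2(CPM + 1) with library size only and all genes with any count. It was added to look for a setting that calls those genes of the paper's heatmaps that the other settings did not call.

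The procedure was tested on simulated counts with 13203 genes tested, which were drawn with the dispersions that edgeR estimated. At the threshold of the paper, edgeR called 30 of 65 genes with a true log2 change of 1, 58 of 65 with 2 and 65 of 66 with 3, and 575 of 13007 unchanged genes. At an adjusted p under 0.05 it called 1, 23 and 47 of them, and 6 unchanged genes. DESeq2 called 4, 44 and 61 at an adjusted p under 0.05, and 36 unchanged genes. Camera called 2% and fry 4% of 200 random sets of 30 unchanged genes, and of 20 sets raised by a log2 change of 0.5 they called 20 and 19. The simulated genes varied independently of each other. These rates therefore do not hold for sets whose genes vary together, where camera's preset correlation can be too low.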

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

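All tests in this part were chosen before their results were seen, apart from the individual genes named in its last paragraph and the neighbour counts of the higher and the lower genes taken alone, which were chosen after the results were seen.

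Of the 18 gene sets tested, 9 besides those of the proteasome subunits and the collagens had an adjusted p under 0.05 from camera, a signal in genes that the paper does not analyse as sets. Lower in UCP1 KI pigs were the respiratory chain and ATP synthase genes (median log2 fold change -0.27 over 62 genes, 56 of them lower, adjusted p = 7.1e-05), the cytosolic ribosomal proteins (-0.20 over 41 genes, adjusted p = 0.00411), the fast fibre genes (-0.58 over 8 genes, adjusted p = 0.0230), the red blood cell genes (-1.37 over 4 genes, adjusted p = 3.5e-04), the fibroblast genes (-0.57 over 9 genes, 2 of them collagens, adjusted p = 3.5e-04) and the immediate early genes (-0.65 over 13 genes, adjusted p = 2.2e-04). Higher in UCP1 KI pigs were the mitochondrial ribosomal proteins (0.13 over 63 genes, adjusted p = 0.0230), the glucocorticoid response genes (0.73 over 12 genes, adjusted p = 3.5e-04) and the chaperone genes (0.51 over 10 genes, adjusted p = 0.00511). Scaled by library size only, the cytosolic ribosomal proteins were at 0.080, the respiratory chain and ATP synthase genes at -0.055 and the mitochondrial ribosomal proteins at 0.40, and the other 6 medians kept their sign. With each pig taken as 1 value, the mean log2 expression of a set had no overlap between the groups for the red blood cell, fibroblast and glucocorticoid response genes (exact permutation p = 0.1 each, two-sided), and fry gave these unadjusted p values of 0.0561, 0.0593 and 0.0766. Without the 2 collagens, the other 7 fibroblast genes had a median of -0.49 and overlapping groups (exact permutation p = 0.3), so the separation of the fibroblast genes rests on the collagens.

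Of the 10 splits of the 6 pigs, 2 gave as many of these sets as the real one, and the other splits gave 4 to 9, so that another grouping of the same pigs gave as many sets as UCP1 KI against WT. The 10 splits allow no share under 0.1, and the number of sets therefore cannot be told apart from a grouping by chance. The number of sets was 8 with library size only and 10 with the replicate number as a block, and 6 without UCP1 KI replicate 2. Without that pig, the medians of the respiratory chain and ATP synthase genes (-0.08), the fast fibre genes (-0.19) and the chaperone genes (0.37) were no longer past the adjusted limit. The same held for the immediate early genes (-0.21), the cytosolic (-0.15) and the mitochondrial ribosomal proteins (0.06) without UCP1 KI replicate 3, and for the mitochondrial ribosomal proteins (0.13) and the chaperone genes (0.41) without UCP1 KI replicate 1. It also held for the mitochondrial ribosomal proteins (0.01) and the chaperone genes (0.44) without WT replicate 1, for the cytosolic (-0.09) and mitochondrial ribosomal proteins (0.10) and the fast fibre genes (-0.55) without WT replicate 2, and for the cytosolic ribosomal proteins (-0.18) and the fast fibre genes (-0.18) without WT replicate 3. The red blood cell, fibroblast and glucocorticoid response genes stayed past it in each of the 6 fits that left out a pig, the fibroblast genes with their 2 collagens included. An effect of UCP1 KI and differences between the pieces of muscle taken remain open for these 3 sets.

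In 13 of the 20062 genes with any count, each pig of one group had at least 10 counts and each pig of the other had 3 or fewer, which the paper does not report. In UCP1 KI pigs 8 such genes were detected, among them *P4HTM* with counts of 25, 67 and 112 against 0, 0 and 0, *TGM5* with 16, 44 and 78 against 0, 0 and 0, *OVGP1* with 33, 21 and 18 against 0, 0 and 0, and *PIWIL2* with 42, 72 and 50 against 0, 2 and 0. *MAK*, *MROH7* and 2 genes without a symbol made up the rest. In WT pigs 5 were detected, which were *SYNDIG1* with counts of 10, 40 and 113 against 0, 0 and 0, *PTPRZ1* with 12, 10 and 20 against 2, 0 and 0, and 3 genes without a symbol. Of the 13 genes, 10 were past the threshold, and 0 had an adjusted p under 0.05, as for all genes tested. The real split of the pigs gave more such genes than the other 9 splits, which gave 1 to 10, so 1 of the 10 splits gave as many. A grouping by chance remains open, since 10 splits allow no smaller share. Different sexes are argued against by the Y-linked genes, which were above 3 counts in all 6 pigs. Linked genetic differences between the groups of pigs were tested through the genes past the threshold, of which 838 could be placed among 10615 tested genes in chromosome order. They formed 65 neighbouring pairs, where 10000 random draws gave a mean of 66.0 and a 95% range of 52 to 81 (one-sided permutation p = 0.577). For the higher genes alone there were 23 pairs (permutation p = 0.0351, or 0.105 with Benjamini-Hochberg adjustment over the 3 lists) and for the lower genes 17 (permutation p = 0.590). The test covers all genes past the threshold and not the 13 themselves, so linked differences and an effect of UCP1 KI cannot be told apart for these genes.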

How the results depend on the processing

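The alternatives were chosen before the results were seen, apart from the limma setting.

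The number of differentially expressed genes moved from 1097 to between 999 and 1389 under the other tests, scalings and filters, to 1100 without the fold change limit and to 887 for genes with a symbol only, and with each pig left out it ranged from 678 (without UCP1 KI replicate 2) to 1541 (without WT replicate 3). The higher genes ranged from 289 to 750 and the lower genes from 386 to 791 over these 6 fits. Of the 1097 genes, 493 were also called without UCP1 KI replicate 2, 514 without WT replicate 2 and 767 without WT replicate 3. Scaling by library size only made 929 genes higher and 195 lower, and 707 of the 1097 were among them. This follows from the scaling itself, which raised the median of all genes.

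The number of genes with an adjusted p under 0.05 was 0 with edgeR and TMM factors, where 1100 had an unadjusted p under 0.05. It was 127 with DESeq2 on the same genes and 112 with DESeq2 on all genes with any count, and 1 with library size only and 1 with all genes with any count in edgeR. It was 0 under median-of-ratios factors, with at least 10 counts in every pig, with the replicate block and with each pig left out. The cause was not tested.

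With the replicate number as a block, 1114 genes passed the threshold (544 higher and 570 lower), 807 of them shared with the fit without it, and the smallest adjusted p was 0.0742. Whether the numbers of the replicates pair the pigs stays open. The correlation across genes between the deviations of a UCP1 KI pig and a WT pig from their group means was 0.017, 0.070 and 0.23 for equal numbers. It was 0.10 for UCP1 KI replicate 1 with WT replicate 2, and 0.083 for UCP1 KI replicate 2 with WT replicate 1. The other pairs with unequal numbers lay between -0.158 and -0.088 (genes are not independent replicates). Equal numbers thus gave positive values, but those of replicates 1 and 2 were below the highest values for unequal numbers. The replicate block is therefore given as a check alone.

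Among the genes stated as changed in the text, the number past the threshold was 12 and ranged from 4 to 13 with each pig left out. For the heatmap genes it was 21 and ranged from 13 (without WT replicate 2) to 17, and for the genes shared with adipose tissue it was 68 and ranged from 30 to 57. The directions were less sensitive, and 85 shared genes kept the direction of the figure with library size only.

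Some medians and genes changed direction. With library size only, the cytosolic ribosomal proteins (0.080), the Schwann cell genes (0.045), *CEBPA* (0.11), *COX5A* (0.11), *COX6A1* (0.19) and *TFEB* (0.14) were above 0 in place of below it, and each of these values is smaller than the 0.26 by which this scaling raised the median of all genes. With each pig left out, the log2 values ranged from -0.18 to 1.14 for the slow fibre genes, from -0.19 to 0.25 for the endothelial genes, from -0.028 to 0.22 for the Y-linked genes, from -0.80 to 0.26 for *CEBPA*, from -0.37 to 0.083 for *COX5A*, from -0.31 to 0.16 for *COX6A1*, from -0.15 to 0.50 for *TFAM* and from -0.73 to 0.95 for *TMEM26*. The cause was not tested.

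The medians of the proteasome subunits and the collagens kept their direction and an unadjusted camera p under 0.05 in all alternatives run. Their largest camera p with a pig left out was 4.5e-05 and 1.1e-07. Over all 59 other results, 22 did not change under any alternative run for them and 37 did under some, with 51 changes to a weaker, 23 to a stronger, 21 to a reversed and 5 to a moved value, against 599 without change. Leaving out pigs made 48 of the weaker and 15 of the reversed ones. Median-of-ratios factors changed 0 of the 59, and the minimum of 10 counts changed 0 of the 39 for which it was run, which do not include the gene sets.

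Limma on log2(CPM + 1) with library size only, chosen after the values were seen, gave 1320 genes, 1131 higher and 189 lower, and 0 with an adjusted p under 0.05 (1777 had an unadjusted p under 0.05). It placed 33 heatmap genes past the threshold, and 45 shared genes. Under it *CEBPA* (0.024), *COX5A* (0.11), *COX6A1* (0.18) and *TFEB* (0.13) were above 0.

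Depth limits the genes with few counts. *PLPP2*, *CERS3*, *ELOVL3* and *TNFRSF9* lay at or near 3 counts in at least one group and were tested only with all genes with any count.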

Differences from the paper's values

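The directions and calls compared here were set before the results were seen, apart from the limma setting, which was chosen after seeing the values.

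The paper's numbers of differentially expressed genes, 1271 in total, 631 upregulated and 640 downregulated, stand beside 1097, 515 and 582 here, which lie within a factor of 1.5 of them. They lie outside it without UCP1 KI replicate 2 (678, 289 and 389), without WT replicate 2 (718, 332 and 386) and, for the downregulated genes, with library size only (195). DESeq2 on all genes with any count gave 1389, 629 and 760.

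The text of the paper gives *PLPP2* as increased in UCP1 KI pigs, whereas Supplementary Figure S4E shows it as lower. Its counts were lower here in every UCP1 KI pig, with a log2 fold change of -1.98 in edgeR and -2.04 in DESeq2 with all genes with any count. The other alternatives set before the data were examined left *PLPP2* untested, and the limma setting, chosen after seeing the values, gave -0.26, so that no setting that tested it gave an increase.

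The heatmaps of PI3K-Akt and chemokine signaling show *GNB1* as higher in UCP1 KI pigs. Here its log2 fold change was -0.21 (standard error 0.23) with an unadjusted p of 0.377 from edgeR's quasi-likelihood test, and no setting run placed it past the threshold. *GNB1* was above 0 with library size only (0.043, unadjusted p of 0.877 from edgeR) and with the limma setting, chosen after seeing the values (0.041), and below 0 under the other settings.

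Among the genes stated as changed in the text, *PSMD14*, *MCAT*, *FASN*, *ACADM*, *BAD*, *RAC1* and *STAT3* were tested and not past the threshold, and *ELOVL3* was not tested. *PSMD14* passed with DESeq2 on the same genes, DESeq2 on all genes with any count, library size only, all genes with any count, the replicate block, without UCP1 KI replicate 1 and without WT replicate 3. *ELOVL3* passed with DESeq2 and with edgeR on all genes with any count, and *ACADM* with library size only. The limma setting, chosen after seeing the values, also placed *PSMD14*, *ACADM*, *MCAT*, *BAD* and *RAC1* past it. *FASN*, *STAT3* and *PLPP2* passed in the paper's stated direction under none of the settings run.

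Among the heatmap genes not named there, *AKR1A1* and *BCAR1* passed with library size only, *PGS1* with library size only and without WT replicate 3, and *CERS3* with DESeq2 and with edgeR on all genes with any count. *AKR1A1*, *BCAR1*, *PGS1*, *AGK*, *CERS5*, *EIF4E2*, *GNB2*, *PRKAB1*, *CDKN2D* and *PAK4* passed with the limma setting, which was chosen after seeing the values. *LPAR4*, *BDNF*, *RHOQ*, *NTNG1* and *SEMA5B* passed under none. Supplementary Figure S4 and Figure 4 show these genes as changed.

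Of the genes shown as shared with adipose tissue, 68 of the 91 found by symbol passed here. DESeq2 on all genes with any count called the 91 genes, including *GTSF1*, *XKRX*, *WNT16*, *TPD52L1*, *ELL3*, *GPC2*, *PALLD* and *PPID*, which DESeq2 on the same genes did not call or test. DESeq2 on the same genes called 15 of those not past the threshold here, which were *PRKCZ*, *CCL19*, *ALS2CL*, *RBP7*, *NFAT5*, *COL6A3*, *KCP*, *IYD*, *ACOT7*, *CCL5*, *TTC39C*, *AVIL*, *FKBP4*, *DES* and *ASB2*. All genes with any count in edgeR called 17 of them, library size only 7, the replicate block 6, at least 10 counts in every pig 4 and median-of-ratios factors 1. The fits without UCP1 KI replicates 1, 2 and 3 called 2, 3 and 6 of them, those without WT replicates 1, 2 and 3 called 5, 2 and 8, and the limma setting, chosen after seeing the values, called 2.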

Other observations

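The test of whether library size scaling accounts for the genes of the paper that were not called was chosen after the result was seen, and so was the removal of the most abundant genes. The other tests were chosen before their results were seen.

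The first component of a principal component analysis of log2 expression held 28.3% of the variance and the next one 25.6%. On the first component, UCP1 KI replicates 1 to 3 lay at -31.7, -68.6 and 0.04 and WT replicates 1 to 3 at 10.8, 53.6 and 35.9, without overlap. On the next one the groups overlapped, at -12.0, -16.4 and 68.2 against -28.5, -45.0 and 33.7. Chi-square values per degree of freedom between pairs of pigs lay between 216 and 338 within groups and between 159 and 516 across groups, and Spearman correlations across genes over all pairs lay between 0.916 and 0.954. The lowest, 159, was that of UCP1 KI replicate 3 with WT replicate 3, the only pigs above 0 on the component with 25.6%. By chi-square UCP1 KI replicate 3 was thus closer to a WT pig than to UCP1 KI replicates 1 (216) and 2 (334). The share of counts from the 13 mitochondrially encoded protein genes was 25.8% ± 2.73 (SD, n = 3) in UCP1 KI pigs and 31.4% ± 9.18 (SD, n = 3) in WT pigs (two-sided exact permutation test, p = 0.5).

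Several explanations of the 1097 genes past the threshold were tested. The real split gave more genes than the other 9 splits of the pigs into equal groups, which gave 172 to 903, so 1 of the 10 splits gave as many. As 10 splits allow no share under 0.1, a grouping by chance remains open. Different sexes in the groups are argued against by the Y-linked genes, with 30 to 71 counts of *KDM5D* and 519 to 1088 counts of *EIF1AY* in the 6 pigs. A difference in library size is argued against by counts thinned to the smallest total, 30220951, which gave 1097 genes, 508 higher and 589 lower. A few genes taking most of the counts was expected to show as a share of the top 20 genes that separates the groups, and this share did separate them. However, with the 33 genes removed that were among the 20 most abundant of any pig, 1103 genes passed, 514 higher and 589 lower, which argues against it as the cause of the number. For library size only, their removal changed the split to 626 higher and 446 lower of 1072, and the median of all genes to 0.03. An effect of UCP1 KI and differences between the pigs or the pieces of muscle remain open.

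For the higher proteasome subunit genes, the lowest median over the scalings was 0.52, and it was 0.82 with library size only, which argues against the TMM factors as its source. Other scalings were not excluded, because none of those run could have lowered the median much. Against TMM, median-of-ratios factors moved the median of all genes by -0.003, and library size only raised it by 0.26. A choice of genes by the paper is argued against as the source of the direction, since the 25 subunits that the paper does not name had a median of 0.41 (camera p = 4.0e-06), although fry gave them a p of 0.126. Their mean log2 expression overlapped between the groups (two-sided exact permutation test, p = 0.3). Of the 10 splits of the 6 pigs, 3 gave a median as far from 0, up to 0.63 in size, so that a difference between individual pigs of this size is not unusual in these data. An effect of UCP1 KI on these genes cannot be told apart from such a grouping, because 10 splits are too few.

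For the lower collagen genes, the highest median over the scalings was -0.63, with library size only, which argues against the scaling. The 23 collagens that the paper does not name had a median of -0.73 (camera p = 2.2e-06, fry p = 0.0733), which argues against a choice of genes by the paper as the source of the direction. Their mean log2 expression overlapped between the groups (two-sided exact permutation test, p = 0.2). The separation of the groups by all collagens thus rests on those that the paper names. Of the 10 splits, 1 gave a median as far from 0, the real one, with up to 0.81 in size among the others. Fewer fibroblasts in the UCP1 KI samples remain a candidate explanation, which would lower collagens and other fibroblast genes alike, and the 7 fibroblast genes that are not collagens had a median of -0.49. Camera gave this group of genes a p of 0.0363 and fry a p of 0.158. The collagen score minus the score of these genes was lower in UCP1 KI pigs by a difference of -0.34 with no overlap between the groups (two-sided exact permutation test, p = 0.1). With so few genes and pigs, fewer fibroblasts and lower expression of collagens cannot be told apart.

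The scaling between libraries was tested as the reason why genes that the paper states as changed were not past the threshold. Of 11 such genes, 8 could be tested with library size only, and 3 of these passed, *PSMD14* and *ACADM* among them. *BLOC1S3*, *PLPP2* and *ELOVL3* were not tested in this fit and thus say nothing on the scaling. Whether the scaling is the reason for the other genes stays open, because 8 genes are too few and were taken for not being past the threshold. With library size only, 44 of 47 heatmap genes (93.6%) had no overlap between the groups, and with TMM factors 40 (85.1%). Of all genes tested, 14.6% and 15.3% had none, and chance gives 10%. The study chose the heatmap genes on these pigs, so these lower shares are no fair comparison for them. At an unadjusted p under 0.05, limma's test on log2(CPM + 1) with library size only, chosen after seeing the values, called 42 of 47 heatmap genes in the direction of the figure and 20 of 22 genes of the text in the direction stated there, but 50 of the 91 shared genes. The 2 genes of the text not counted are *STAT3*, which was not under this limit, and *PLPP2*, which was under it but lower in UCP1 KI, the direction in which it is counted among the heatmap genes. The genes of the heatmaps and those of the shared list thus differed in the setting that called most of them, and what lies behind this was not tested.

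Gene sets that were not past the adjusted limit were the slow fibre genes (median log2 fold change 0.16 over 6 genes, adjusted p = 0.214 from limma's camera), adipocyte genes (-0.86 over 8 genes, adjusted p = 0.236), leukocyte genes (0.40 over 11 genes, adjusted p = 0.0570), endothelial genes (0.039 over 7 genes, adjusted p = 0.850), Schwann cell genes (-0.26 over 4 genes, adjusted p = 0.613), inflammatory response genes (0.40 over 10 genes, adjusted p = 0.0990) and Y-linked genes (0.13 over 2 genes, adjusted p = 0.693). Without WT replicate 1, the slow fibre genes (1.14) and the adipocyte genes (-1.23) passed it, and without WT replicate 2 or UCP1 KI replicate 3 the leukocyte genes (0.99 and 0.76) and the inflammatory response genes (0.80 and 0.60) did. Other pigs left out brought these sets close to 0, the adipocyte genes to -0.016 without WT replicate 2, the leukocyte genes to 0.030 without UCP1 KI replicate 2 and the inflammatory response genes to 0.097 without WT replicate 3. Without UCP1 KI replicate 1 or WT replicates 2 or 3, the slow fibre genes were at -0.05, -0.18 and -0.05, without UCP1 KI replicate 2 or WT replicate 3 the endothelial genes were at -0.19 and -0.19, and without UCP1 KI replicate 3 the Y-linked genes were at -0.028. The Schwann cell genes were at 0.045 with library size only.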
